# Methyl-CpG Binding Protein 2 (Mecp2) Regulates Sensory Function Through Sema5b and Robo2

**DOI:** 10.3389/fncel.2015.00481

**Published:** 2015-12-21

**Authors:** Wan Y. Leong, Zhi H. Lim, Vladimir Korzh, Thomas Pietri, Eyleen L. K. Goh

**Keywords:** Mecp2, trigeminal ganglion, sensory functions, Rett syndrome, neurodevelopmental disorder, axon guidance cues, Robo2, Sema5b

## Abstract

Mutations in the gene encoding the *MECP2* underlies Rett syndrome, a neurodevelopmental disorder in young females. Although reduced pain sensitivity in Rett syndrome patients and in partial MeCP2 deficient mice had been reported, these previous studies focused predominantly on motor impairments. Therefore, it is still unknown how MeCP2 is involved in these sensory defects. In addition, the human disease manifestations where males with mutations in *MECP2* gene normally do not survive and females show typical neurological symptoms only after 18 months of age, is profoundly different in MeCP2-deficient mouse where all animals survived, and males but not females displayed Rett syndrome phenotypes at an early age. Thus, the mecp2-deficient zebrafish serves as an additional animal model to aid in deciphering the role and mechanisms of Mecp2 in neurodevelopment. Here, we used two independent methods of silencing expression of Mecp2 in zebrafish to uncover a novel role of Mecp2 in trigeminal ganglion sensory neurons during the embryonic development. *mecp2*-null mutation and morpholino-mediated silencing of Mecp2 in the zebrafish embryos resulted in defects in peripheral innervation of trigeminal sensory neurons and consequently affecting the sensory function. These defects were demonstrated to be dependent on the expression of Sema5b and Robo2. The expression of both proteins together could better overcome the defects caused by Mecp2 deficiency as compared to the expression of either Sema5b or Robo2 alone. Sema5b and Robo2 were downregulated upon Mecp2 silencing or in *mecp2*-null embryos, and Chromatin immunoprecipitation (ChIP) assay using antibody against Mecp2 was able to pull down specific regions of both Sema5b and Robo2 promoters, showing interaction between Mecp2 and the promoters of both genes. In addition, cell-specific expression of Mecp2 can overcome the innervation and sensory response defects in Mecp2 morphants indicating that these MeCP2-mediated defects are cell-autonomous. The sensory deficits caused by Mecp2 deficiency mirror the diminished sensory response observed in Rett syndrome patients. This suggests that zebrafish could be an unconventional but useful model for this disorder manifesting defects that are not easily studied in full using rodent models.

## Introduction

Mutations in the gene encoding the Methyl-CpG binding protein 2 (*MECP2*) underlies Rett syndrome, a neurodevelopmental disorder presented with mental retardation, autistic behavior, compromised sensory sensations and loss of previously acquired cognitive milestones, including purposeful hand use and expressive language, in young females. Other clinical features of Rett syndrome include impairment of sleep pattern, breathing disturbance when awake, peripheral vasomotor disturbance, autonomic dysfunction (cold, blue extremities), dystonia, progressive scoliosis and diminished response to pain (Hagberg et al., 1983; Amir et al., 1999; Armstrong, 2005; Downs et al., 2010; Neul et al., 2010). It has been documented that about 90% of all Rett syndrome cases resulted from mutations in the X-linked *MECP2* (Amir et al., 1999; Shahbazian and Zoghbi, 2001; Armstrong, 2005; Bienvenu and Chelly, 2006).

MeCP2 is a multifunctional protein that was first identified by its ability to bind to methylated DNA (Lewis et al., 1992; Bird, 2008; Guy et al., 2011). Earlier studies on MeCP2 demonstrated its role as transcriptional repressor for a selected set of target genes (Nan et al., 1997; Chandler et al., 1999). Subsequent studies showed that MeCP2 may be involved in both transcriptional repression or activation, depending on the molecular context (Chahrour et al., 2008; Ben-Shachar et al., 2009; Guy et al., 2011). In addition, MeCP2 was shown to interact with the RNA-binding protein Y box-binding protein 1 and regulates the splicing of reporter minigenes, and is possibly responsible for the aberrant alternative splicing patterns in a mouse model of Rett syndrome (Young et al., 2005). Thus, mutations in *MECP2* are expected to alter expression of its downstream target genes with the consequences of impaired neuronal development and function.

Alterations in MeCP2 expression have been detected in autism spectrum disorders as well as in non-syndromic mental retardations (Chahrour and Zoghbi, 2007). MeCP2 is ubiquitously expressed, but its critical function in the mammalian brain is suggested by the abundant expression of MeCP2 in the CNS (Skene et al., 2010). Therefore, most of the current studies on Rett syndrome and MeCP2 are focused on the development of neurons in the developing or adult CNS (Ma et al., 2015; Zhao et al., 2015). Moreover, the panembryonic *Mecp2* gene knockout or the brain-specific gene knockout in mice showed similar neurological phenotypes (Chen et al., 2001; Guy et al., 2001). These studies suggested a requirement for MeCP2 in the normal development of the nervous system. The importance of MeCP2 in embryonic development as well as postnatal physiological processes underlies the majority of disease etiologies associated with Rett syndrome. Although reduced pain sensitivity in Rett syndrome patients and reduced pain recognition in partial MeCP2 deficient mice have been reported (Samaco et al., 2008; Downs et al., 2010), it is still unknown how MeCP2 is involved in these sensory responses.

Like many X-linked disorders, Rett syndrome patients displayed mosaic expression of mutant and normal MeCP2 protein in different cell types, resulting in significant variations in phenotypes and clinical severity (Shahbazian and Zoghbi, 2001; Christodoulou and Weaving, 2003; Skene et al., 2010). Moreover, not much is known with regards to the differences of the various MeCP2 protein isoforms and mutations during early development as well as in disease pathology. The *MECP2* gene is also present in non-mammalian vertebrates, including the zebrafish *Danio rerio* (Coverdale et al., 2004) and *mecp2*-null zebrafish also shows altered motor behaviors (Pietri et al., 2013). The mecp2-null zebrafish model enables the screening for genes involved in early development and will aid in deciphering the role and mechanisms of Mecp2 in vertebrate neurodevelopment. Using both *mecp2*-null mutants and *mecp2* morpholino-mediated knockdown approach, we have identified an important role for and also established underlying mechanisms of Mecp2 function in vertebrate neurodevelopment. Specifically, we found Mecp2 regulating projections of sensory neurons and sensory responses, at least in part, through directly activating transcription of specific axon guidance cues, Sema5b and Robo2.

## Results

### Mecp2 Plays a Role in Embryonic Development of Zebrafish

*In situ*-hybridization showed that *mecp2* in the zebrafish is ubiquitously expressed in the central nervous system (CNS), with the highest level of expression found in the forebrain (**Figure 1A**). We next compared genomic organization of mammalian (human) *MECP2* and zebrafish *mecp2* gene (**Figure 1B**). Zebrafish *mecp2* contains three exons while human *MECP2* contains four exons. Although zebrafish *mecp2* does not have exon 2 of human *MECP2*, it also contains two main domains critical for its functions. These are a methyl-cytosine binding domain (MBD) and a transcriptional repression domain (TRD) that shares 85.9 and 54% identity respectively with mammalian species (Coverdale et al., 2004). *mecp2*-null mutants (Q63^∗^) was a nonsense mutation generated through *N*-ethyl-*N*-nitrosourea (ENU)-mutagenesis. This Q63^∗^ position is located directly before the MBD domain leading to a loss of function (Pietri et al., 2013). Since there are no available antibodies against zebrafish Mecp2, we designed MO oligonucleotide corresponding to the sequence of the splice acceptor site at the intron 1-exon 2 border on zebrafish *mecp2*. This is so that the efficiency and specificity of splicing blocker MO can be determined by RT-PCR (**Figures 1C,D**). Using two sets of primers (a forward primer on exon 1 and a reverse primer on exon 2 or exon 3) (**Figure 1B**), a deletion of the 372 bp fragment in the exon 2 was detected in morphant pre-mRNA resulting in absence (primer set 1 – **Figure 1C**) or shorter PCR product (primer set 2 –**Figure 1D**). MO corresponding to the sequence of the ATG translation initiation site was also tested and the morphants showed similar phenotypes as those injected with splicing blocker MO (data not shown).

**FIGURE 1:**
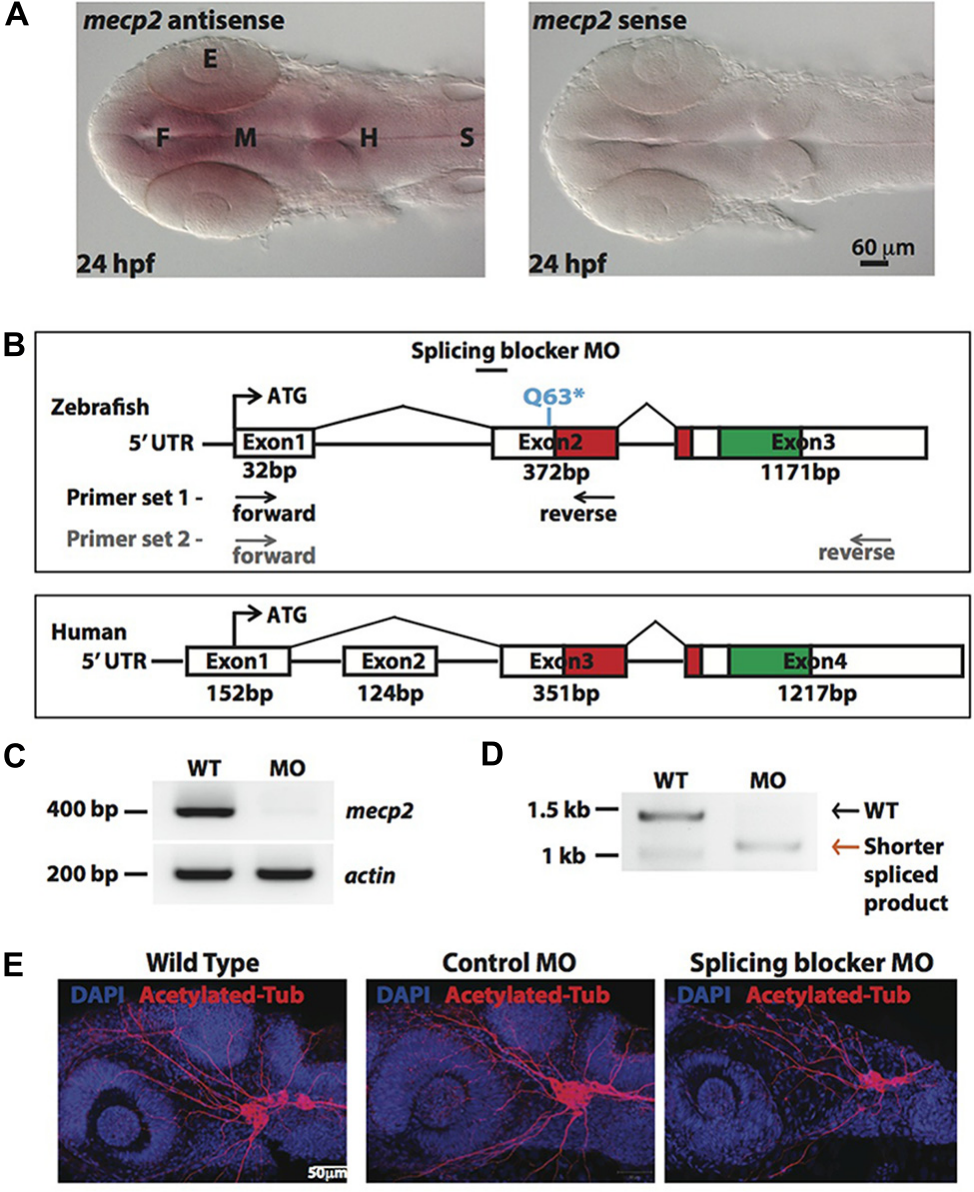
**Knocking down Mecp2 in zebrafish.** Mecp2 is ubiquitously expressed throughout the CNS at 24 hpf **(A)**. The embryos are displayed as whole mounts, dorsal view (F- forebrain, M - midbrain and H-hindbrain, S - spinal cord, E- eye) Scale bar = 60 μm. Schematic diagram shows gene structure of the zebrafish *mecp2* and the mammalian (human or mouse) MeCP2α isoform **(B)**. The zebrafish *mecp2* gene consists of 3 exons with the main domains highlighted in red (Methyl-CpG-binding domain) and green (transcriptional repressor domain). The splice blocking morpholino targets the intron 1/exon 2 boundary on *mecp2* pre-mRNA. Arrows below Zebrafish *mecp2* gene show the positions where the forward and reverse primers were targeted [primer set 1 with black arrows for experiment in **(C)** and primer set 2 with gray arrows for **(D)**]. The specificity of morpholino was determined by RT-PCR **(B,C)**. Representative gel images showing normal splicing of *mecp2* as a band of 400 bp with actin (206 bp) as the control **(C)**. Representative gel image showing normal splicing of *mecp2* in WT (1455 bp) or blocked splicing band (exon skipping) (1086 bp) in *mecp2* spliced MO injected embryos **(D)**. Representative images showing gross morphological changes in TG neurons projections induced by *mecp2* MO during development of zebrafish at 24 hpf **(E)**. Scale bar = 50 μm.

MeCP2 was previously shown to regulate neurite growth and axon targeting in the hippocampus, motor cortex and olfactory system of the mouse (Matarazzo et al., 2004; Belichenko et al., 2009; Degano et al., 2009; Palmer et al., 2012). Thus, we first examined gross axonal projections using an axon marker, acetylated tubulin (AcTub) at 24 h post fertilization (hpf). The projections of the sensory neurons of the trigeminal ganglion (TG) are among the earliest detected with anti-AcTub antibody (Metcalfe et al., 1990). Uninjected WT embryos or embryos injected with control or *mecp2* MO at one-cell stage were examined at 24 hpf for gross morphologies of their projections from TG neurons (**Figure 1D**). Uninjected WT and control MO-injected embryos exhibited similar gross morphology of TG neurons and their projections. However, Mecp2 morphants showed significantly less peripheral projections from TG (**Figure 1E**).

### Mecp2 Knockdown Decreases Projections from Sensory Neurons

Visibly less arborizations of peripheral projections from TG were observed in Mecp2 morphants (**Figure 1E**). Thus, we next quantify this defect by measuring the total projection length in each embryo (as mean projection length in μm). Knocking down of Mecp2 indeed inhibits growth and branching of the peripheral axons, resulting on average a 45% decrease in total length of peripheral axon projections as compared to controls. A potential caveat in interpreting these results is that some MOs can activate p53, thus causing non-specific neural defects (Robu et al., 2007; Eisen and Smith, 2008). We therefore routinely used *p53* MO to relieve possible non-specific neural cell death caused by toxicity effects of MOs (Robu et al., 2007). We found that embryos injected with *mecp2* MO together with *p53* MO showed similar phenotypes in sensory neurons compared to those injected with *mecp2* MO alone. To further ensure that these phenotypes are not due to off-target effects, we performed rescue experiments by co-injection with *mecp2* mRNA (**Figures 2A,B**). We found phenotypes of Mecp2 morphants could be reversed by co-injection with *mecp2* mRNA (**Figures 2A,B**). These results suggest that Mecp2 plays a key role in axonal development in zebrafish sensory neurons.

**FIGURE 2:**
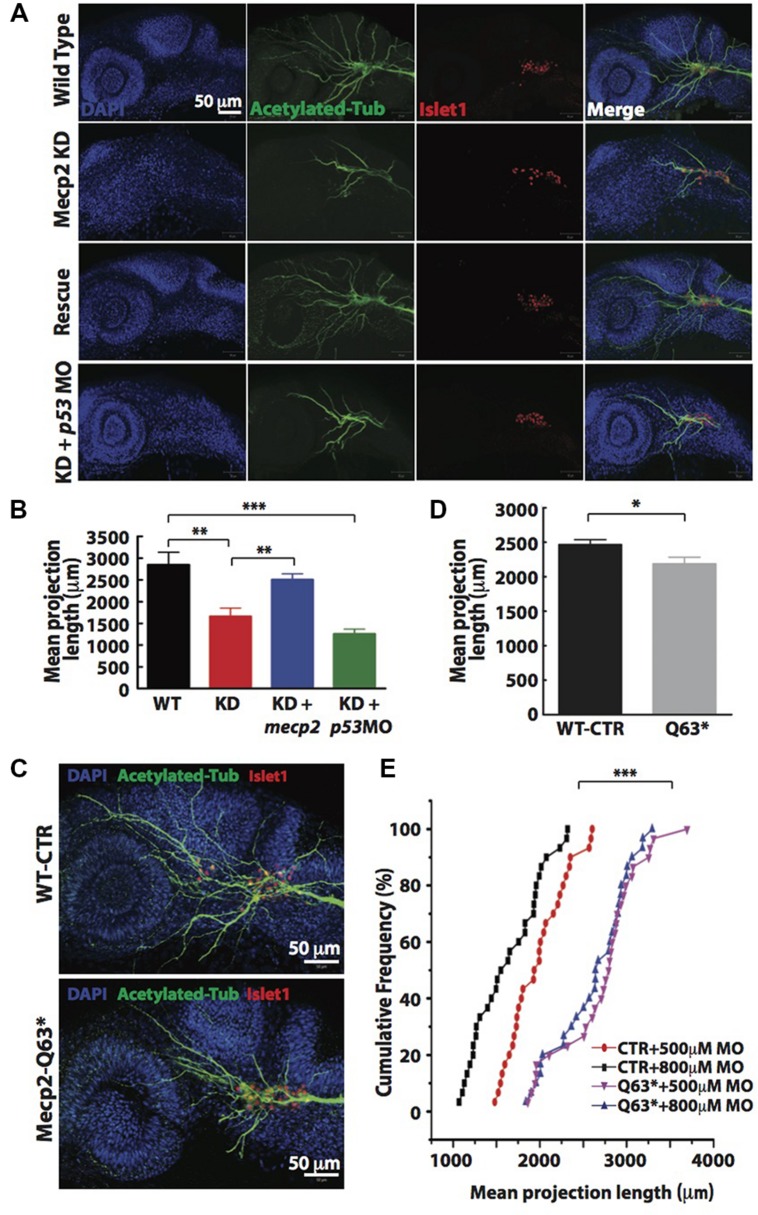
**Knockdown of Mecp2 affects the axonal projection of trigeminal ganglion (TG) cells.** Structure of peripheral dendritic projection and nerve pathways revealed by axon marker, acetylated tubulin (green), a general nucleus marker, DAPI (blue) and a neuronal marker, islet1 (red) at 24 hpf **(A)**. Representative images showing peripheral axonal projections from sensory neurons of TG in wild-type controls (WT, top panel), Mecp2 morphants (second panel from top), Mecp2 morphants rescued by coinjecting mRNA of Mecp2 (third panel from top) and Mecp2 morphants coinjected with *p53* MO (lower panel) **(A)**. Quantitative analysis of total peripheral projections of trigeminal sensory neurons, with graph presenting total length of peripheral projections from trigeminal ganglia per zebrafish **(B)** *N* > 10. Representative images showing peripheral axonal projections from sensory neurons of TG in wild-type controls (WT, top panel) and *mecp2^Q63^∗^/Q63^∗^^* mutants (Mecp2-Q63, bottom panel) **(C)**. Graph showing quantitative analysis of peripheral projections (total length) from trigeminal ganglia per zebrafish in wild-type controls and *mecp2^Q63^∗^/Q63^∗^^* mutants **(D)**. Graph showing total neurite length of controls (CTR) and *mecp2^Q63^∗^/Q63^∗^^* mutants (Q63) injected with either 500 or 800 μM of *mecp2* MO **(E)**. Scale bar = 50 μm. Each individual dot on graph **(E)** represents individual embryos. *N* = 30 in each group. (^∗^*P* < 0.05, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.0001, student *t*-test for **(D)** and one-way ANOVA with Bonferroni’s *post hoc* test for **(B,E)**].

To further verify the specificity of these morpholino-mediated phenotypes, we also examined neurite projections in *mecp2*-null mutants (Q63^∗^). These *mecp2*-null fish exhibit clear altered behavioral alterations such as spontaneous and sensory-evoked motor anomalies, as well as defective thigmotaxis and have a relatively shorter lifespan than WT fish (Pietri et al., 2013). These *mecp2*-null embryos also show defect in TG projections as compared to WT control embryos, with about 15–20% decrease in the mean dendrite length of TG neurons as compared to WT control embryos (**Figures 2C,D**). Since this *mecp2*-null mutant is generated from a mutation that putatively truncated the protein at amino acid position 63, the truncated Mecp2 protein may still have residual Mecp2 activity. Thus, we next carried out titration experiments by injecting two different doses (500 and 800 μM) of *mecp2* MO in WT-CTR or Q63^∗^ mutant embryos (**Figure 2E**). This is to further rule out any off-target effects from *mecp2* MO and to determine if this truncated Mecp2 protein in *mecp2*-null embryos is still functional in promoting TG projections. WT-CTR embryos showed more severe defects in the mean projection length upon injection with higher concentration of Mecp2 MO. However, the increasing concentrations of *mecp2* MO did not cause further projection defects in Q63^∗^ mutants (**Figure 2E**), suggesting that there is no residual Mecp2 activity in *mecp2*-null mutant embryos, at least in these sensory neuron projections at the time point examined. These data obtained by titrating the Mecp2 MO in a null genetic background as compared to control embryos, further confirmed the specificity of our *mecp2* MO.

### Cell Autonomous Effect of Mecp2 on Sensory Neurons During Embryonic Development

Since a high rate of transient apoptosis during neurodevelopment is crucial for normal neurodevelopment in zebrafish (Cole and Ross, 2001), we examined the morphants using terminal deoxynucleotidyl transferase (TdT)-mediated dUTP nick-end labeling (TUNEL) labeling at 16 and 24 hpf. Knocking down Mecp2 increases the level of apoptosis at 16 and 24 hpf as compared to control (**Figures 3A,B**). There were an average of 7.5 and 14.0 TUNEL-positive cells per area of 12 mm × 12 mm in the head of morphants at 16 and 24 hpf respectively, as compared to the 2.0–4.0 TUNEL-positive cells in control embryos at both time points (**Figures 3A,B**). However, very few of the TG neurons were TUNEL-positive as shown by a low number of TUNEL-positive cells colocalized with a pan neuronal marker, HuC that labels differentiating neural cells (**Figure 3A**). The expression pattern of HuC in the early differentiating neurons was previously described (Park et al., 2000; Sato et al., 2006). HuC highlighted the first differentiated trigeminal neurons at 11 hpf. By 24 hpf, the TG has an average of 37 ± 3 neurons, and all these neurons express HuC. Other proteins such as Islet1, Trpa1b and P2x3b are also expressed in the TG, but are only expressed in different subpopulations of the trigeminal sensory neurons (Caron et al., 2008). Therefore, HuC was used as a marker to identify whether specific genes of interest are localized in all or only a subset of trigeminal sensory neurons (Pan et al., 2012). These studies indicated HuC as an ideal promoter to identify neurons in the TG.

**FIGURE 3:**
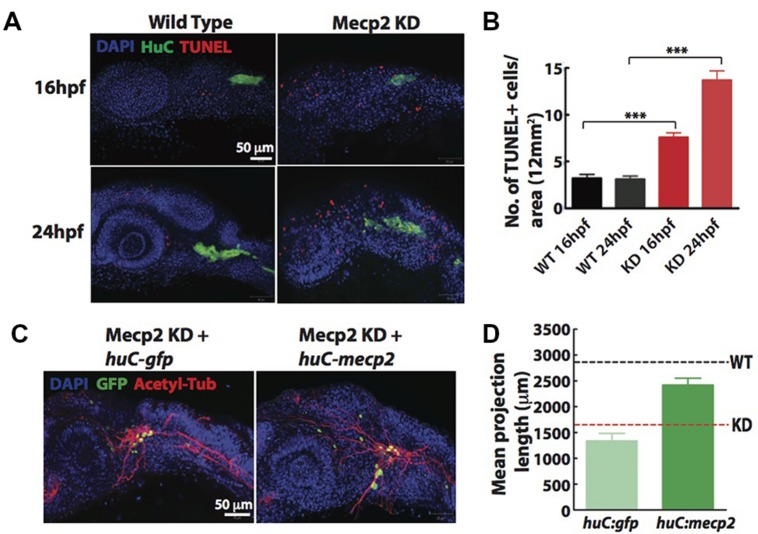
**Cell autonomous effect of Mecp2 on sensory neurons during embryonic development.** Embryos were injected with *mecp2* MO and labeled with TUNEL. Antibody against HuC was used to label cell bodies in TG. Representative images showing TUNEL labeling in TG in wild-type controls (WT, left panel), Mecp2 morphants (right panel) (Blue – DAPI, Green – HuC and Red – TUNEL) **(A)**. Quantitative analysis of TUNEL-labeled cells (indicative of apoptosis) at 16 and 24 hpf were presented in graphs showing total number of TUNEL positive cells per 12 mm × 12 mm in the head **(B)**. Representative images showing peripheral axonal projections from sensory neurons of TG in Mecp2 morphants rescued by coinjection with *huC-gfp* control plasmids (left panel) or *huC-mecp2* plasmids (right panel) **(C)**. Quantitative analysis of total peripheral projections of trigeminal sensory neurons, with graphs presenting total length of peripheral projections from trigeminal ganglia per zebrafish **(D)**. *N* > 10 in each group. Scale bar = 50 μm (^∗∗∗^*P* < 0.0001, one-way ANOVA with Bonferroni’s *post hoc* test).

To rule out non-cell-autonomous effect on sensory neurons from this general increase in apoptosis of the surrounding cells, we generated a construct with HuC promoter driving the expression of Mecp2 in neurons only. Since GFP intensity varies in different cells and low GFP intensity in most projections does not allow proper and unbiased tracings, we quantified total length and number of projections using acetylated tubulin as a marker (**Figures 3C,D**). Expression of *huC-mecp2* in Mecp2 morphants was able to rescue reduction in axonal projections in TG neurons (**Figures 3C,D**). The rescue is not as efficient as compared to that of *mecp2* mRNA, because not all TG cells express Mecp2 under the HuC promoter. Nonetheless, the rescue by *huC-mecp2* is significant and *huC-gfp* control does not have any effect on axonal projections in Mecp2 morphants. Taken together, these results confirm that the morphant phenotype is not caused by an increase in apoptotic cells in the vicinity of TG. Our data suggest that defects in sensory neurons resulting from Mecp2 knockdown represent a cell-autonomous effect.

### Mecp2 Regulates Transcriptional Activation of Axon Guidance Cues

The known function of MeCP2 mainly involves its binding to methylated-CpG islands as well as activating and suppressing transcription. We therefore sought to examine the role of Mecp2 in regulating gene expression in zebrafish. 

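RNA from whole embryos at 24 hpf was labelled with a single dye and hybridized to 6 NimbleGen arrays, 1 for each of 3 pools of WT embryos and 3 pools of Mecp2 morphants. The labels of the samples give 50 embryos each for WT and morphants and do not say whether the WT embryos were injected. mecp2, the gene targeted by the morpholino, was measured by 2 targets on chromosome 8, and both fell in Mecp2 morphants. The intensity of the first, OTTDART00000024942, was 233 ± 56.0 (SD, n = 3 pools) in WT and 79.3 ± 28.4 (SD, n = 3) in Mecp2 morphants, a log2 fold change of -1.58 (standard error 0.29, adjusted p = 0.0137 from limma). The second, OTTDART00000024943, had a log2 fold change of -1.13 (standard error 0.25, adjusted p = 0.0240, from 0.0141 to 0.0875 over the alternative settings, 4 of which took it past 0.05). Both signals were low, and the adjusted p of the first ran from 0.00175 to 0.0659 over the alternative settings, with 0.0659 from the test named in the paper's methods and 0.0513 without morphant replicate 1. The morpholino blocks splicing of mecp2, and the files do not say where in the transcript the probes lie. Each array held 38489 targets, here meaning transcripts or predicted transcripts, and 36632 of them were read by 3 probes. The authors extracted the signals with NimbleScan and summarised and normalized them with RMA, and the deposited values are intensities on a linear scale. Array medians were 536, 542 and 538 in WT and 525, 522 and 526 in Mecp2 morphants. The probes of random sequence read 33.2 to 35.2, and 22.8% to 24.9% of the targets of an array lay within 2 times that level. Across targets, arrays correlated at 0.985 to 0.990 within a group and at 0.960 to 0.978 between groups (log2 values; targets are not independent replicates). The values were taken to log2, and each target was compared between Mecp2 morphants and WT with limma's moderated test, adjusted over all 38489 targets by Benjamini-Hochberg. A target was called changed at an adjusted p under 0.05 and a change of at least 2-fold, the thresholds of the paper. All fold changes are Mecp2 morphants over WT, and the number of arrays, 3 in each group, limits their precision.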

Expression profiling was undertaken using a 135K-zebrafish gene expression array (∼38,000 known transcripts), comparing the transcriptome of wild-type controls with Mecp2 morphants. A total of 1123 genes had a minimum of 2-fold change over control (*p* < 0.05), but only 1005 of which had a mammalian (human or mouse) ortholog (http://www.ncbi.nlm.nih.gov/geo/ – accession number GSE71173). Out of these 1005 genes, 607 were down-regulated and 398 were up-regulated (minimum twofold change; significance was established at *p* < 0.05) in Mecp2 morphants, and 118 genes (43 down-regulated and 75 up-regulated) are without human orthologs (**Figure 4A**). These results strongly suggest that knocking down Mecp2 could either activate or repress transcription. 

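epor, mipb and 3 crystallin genes were among the largest falls of named genes in Mecp2 morphants, and isg15 and ifit8 among the largest rises. epor, which encodes the erythropoietin receptor, fell from an intensity of 1177 ± 72.8 (SD, n = 3 pools) to 146 ± 39.0 (SD, n = 3), a log2 fold change of -3.04 (standard error 0.20, adjusted p = 0.00165 from limma). mipb, a water channel of lens fibre cells, had a log2 fold change of -3.39 (standard error 0.16, adjusted p = 0.000541), and the gamma-crystallin genes crygm2d9, crygm2d5 and crygm2d21 lay at -3.01, -2.90 and -2.89. Other large falls were those of tubb1 (-3.50), the ephrin gene efna5b (-2.69; adjusted p = 0.00908, from 0.000172 to 0.0549 over the alternative settings) and add3a, an adducin of the membrane skeleton, which went from 3252 ± 198 to 475 ± 38.5 (SD, n = 3 pools in each group). isg15, a ubiquitin-like protein induced by interferon, rose from 95.9 ± 22.3 (SD, n = 3) to 1873 ± 615 (SD, n = 3), a log2 fold change of 4.26 (standard error 0.30, adjusted p = 0.00185). ifit8, another gene induced by interferon, rose by 3.01 on the log2 scale, the receptor gene gpr61l by 2.85, the acid-sensing ion channel gene asic1a by 2.84 and ch25hl3, a cholesterol 25-hydroxylase gene, by 2.64. crygn1 went against the other crystallin genes named here, with a log2 fold change of 2.60. In all, 3021 targets changed, 1289 of them higher and 1732 lower in Mecp2 morphants. In each of the 3021, the 3 morphant pools lay on one side of the 3 WT pools, which follows largely from how the targets were called. Of all targets, called or not, 42.3% had their groups apart in this way, and chance gives 10%. Counted by gene symbol, or by target where the files give no symbol, 2754 of 30869 genes changed, 1191 higher and 1563 lower, and none in both directions; among those with a plain gene symbol, 300 were higher and 767 lower. Of the changed genes, 887 had a human match in the annotation of the array, 391 of them higher and 496 lower. Without morphant replicate 2 the number of changed targets was 2004, with the test named in the paper's methods it was 1574, and without WT replicate 3 the excess of lower targets was gone (1488 higher, 1487 lower). mipb, crygm2d9, crygm2d5 and crygm2d21 in Mecp2 morphants (66.5, 65.9, 65.2 and 47.2; tubb1 little above) and ifit8 and ch25hl3 in WT (34.2 and 45.1) were near the signal of random probes, so the sizes of their changes are uncertain.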

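dnmt3ba, creb1b and suv39h1a, genes of DNA methylation, transcription and chromatin, fell at least 2-fold in Mecp2 morphants, but the lists they belong to were not called by limma's set test. Of 35 genes of methyl-CpG-binding proteins, their partners and DNA methylation, a list that includes mecp2 itself, 3 (8.57%) fell at least 2-fold and none rose. Among the other named genes 6.15% fell and 2.88% rose. At any fold 7 of the list fell, and 7 when adjusted over the list alone. dnmt3ba, a de novo DNA methyltransferase gene, had a log2 fold change of -1.40 (standard error 0.18, adjusted p = 0.00561 from limma), and creb1b, a CREB transcription factor gene, one of -1.32 (standard error 0.14, adjusted p = 0.00403). tet3, which encodes an enzyme that oxidizes methylcytosine, fell by 0.91 on the log2 scale, and rbbp7, a subunit of chromatin complexes, had a value of 0.06 (adjusted p = 0.732). The list as a whole had a median log2 fold change of -0.18 (95% bootstrap interval -0.41 to -0.0027) and did not pass limma's set test (camera, adjusted p = 0.0916). By fry, a test that does not compare a list with other genes, it moved lower (adjusted p = 0.00642). Of 26 genes of histones and chromatin, suv39h1a, a histone methyltransferase gene, was the only one to fall at least 2-fold (-1.25), and none rose 2-fold. At an adjusted p under 0.05 and any fold, 7975 targets differed between the groups, 3824 higher and 4151 lower in Mecp2 morphants. The median log2 fold change of all targets was 0.03.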

Functional analysis of these 1123 genes *in silico* using the program Database for Annotation, Visualization and Integrated Discovery (DAVID) yield the following. Mecp2-regulated genes in zebrafish appear to function in diverse cellular processes (**Figures 4B,C**). 

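Groups of genes from different processes moved in both directions in Mecp2 morphants. Of 30 gene lists fixed before the data were examined, 8 were lower and 4 higher than the other named genes by camera with a preset correlation, and none with an estimated correlation (smallest adjusted p = 0.294). The lists that were lower hold genes of axon guidance, neurogenesis, neural progenitors, neurons, synapses, red blood cells, pigment cells and the eye, and those that were higher hold genes of the p53 response, innate immunity, the epidermis and oxidative phosphorylation. Of 30 genes of the p53 response, 4 rose at least 2-fold and 1, trim8b, fell; at any fold 9 rose and 2 fell, and 10 and 3 when adjusted over the list alone. Among them, bbc3, an inducer of apoptosis, rose from 1123 to 4712, a log2 fold change of 2.07 (standard error 0.15, adjusted p = 0.00185 from limma), and foxo3b, a forkhead transcription factor gene, rose by 1.34 on the log2 scale. The p53 list had a median of 0.16 (95% bootstrap interval -0.07 to 0.54; camera adjusted p = 0.0189, and adjusted p = 0.294 with an estimated correlation). Of 46 genes of the apoptosis machinery, 3 rose and 3 fell at least 2-fold, with bbc3 and bik (1.14; adjusted p = 0.0152, from 0.000375 to 0.0624 over the alternative settings) among the rises and bcl2a (-1.45), an inhibitor of apoptosis, among the falls, and 8 rose and 5 fell at any fold, 8 and 5 also when adjusted over the list alone; the list did not shift (median 0.08, adjusted p = 0.366). Of 89 genes of skeletal muscle, 1 rose and 6 fell at least 2-fold, 2 and 14 at any fold and 1 and 14 when adjusted over the list alone, and the list did not pass the test (median -0.15, adjusted p = 0.233) except without morphant replicate 3 (median -0.27, adjusted p = 0.0456). Each list was compared with the rest of 15703 named genes by camera from limma, with an inter-gene correlation preset to 0.01 and the adjustment made over the 30 lists. With the correlation estimated from the arrays, 5 lists had an unadjusted p under 0.05. Splits of the 6 arrays that mix WT and morphants gave up to 11 lists with the preset correlation. Its small p-values are therefore to be read with care.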

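cdkn1a and rbl2, genes whose products restrain the cell cycle, were among the largest rises in Mecp2 morphants, while rbl1, of the same family as rbl2, fell. cdkn1a, which encodes the cyclin-dependent kinase inhibitor p21, rose from an intensity of 240 ± 6.60 (SD, n = 3 pools) in WT to 1689 ± 4.32 (SD, n = 3), a log2 fold change of 2.82 (standard error 0.11, adjusted p = 0.000401 from limma). rbl2, a gene of the retinoblastoma family, rose at all 4 of its targets, most at ENSDART00000073432 and ENSDART00000073430, by 2.58 and 2.48 on the log2 scale. Of 82 genes of the cell cycle, a list of replication and mitosis that leaves out cdkn1a and rbl2, 1 rose and 1 fell at least 2-fold: e2f5, an E2F transcription factor gene, at 1.54 (standard error 0.18, adjusted p = 0.00444), and rbl1 at -1.05 (standard error 0.15, adjusted p = 0.00688). At any fold, 1 rose and 8 fell (1 and 6 when adjusted over the list alone); mcm5, a subunit of the replicative helicase, and smc4, a condensin subunit, were among the falls at -0.80 and -0.70, the latter with an adjusted p of 0.0129 (from 6.69e-05 to 0.0527 over the alternative settings). The cell cycle list had a median log2 fold change of -0.13 and was not called (camera adjusted p = 0.0707), but it passed as lower with the test named in the paper's methods (0.0479), cyclic loess (0.0487), the trend and robust options (0.0219) and without WT replicate 2 (0.0402). Of 83 genes of lipid metabolism and transport, 2 rose and 6 fell at least 2-fold, 7 and 12 at any fold, and 7 and 15 when adjusted over the list alone. apodb, an apolipoprotein gene, rose by 1.57 on the log2 scale, whereas srebf1, a transcription factor of lipid synthesis, fell at least 2-fold (adjusted p = 0.00276) and dgat2, an enzyme of triglyceride synthesis, had a log2 fold change of -1.92. The lipid list was not called against the other named genes (median -0.10, 95% bootstrap interval -0.20 to 0.03, camera adjusted p = 0.679). By fry, which makes no such comparison, it moved lower (adjusted p = 0.00717). Of 47 genes of oxidative phosphorylation, 2 rose and 2 fell at least 2-fold, with sdhda at 1.15 and cox6b1 at -1.28, and the list was higher as a whole (median 0.20, camera adjusted p = 0.000780, and adjusted p = 0.294 with an estimated correlation).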

Many of the up-regulated genes had roles in proliferation, cell communication and metabolism. By contrast, many of the down-regulated genes had functions related to neuronal development, including neurogenesis, neuronal projection morphogenesis, cell migration and synaptogenesis (**Figures 4B,C**). 

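Many genes of neuronal development fell in Mecp2 morphants, among them genes of axon guidance and genes that specify neurons. Of 63 axon guidance genes, 19 fell at least 2-fold and none rose; 35 fell at any fold, and 38 when adjusted over the list alone. Their median log2 fold change was -0.72 (95% bootstrap interval -0.92 to -0.43; camera adjusted p = 1.89e-08, and adjusted p = 0.315 with an estimated correlation). The Eph receptor genes epha3 and ephb2b had log2 fold changes of -1.44 and -1.70, and dcc, a netrin receptor gene, fell from an intensity of 666 to 184, a log2 fold change of -1.84 (standard error 0.23, adjusted p = 0.00515 from limma). A plexin gene outside the list, plxnb2a.2, went the other way and was among the 10 largest rises. It rose by 2.06 to 2.81 on the log2 scale over the settings. Its call was lost only with the test named in the paper's methods (adjusted p = 0.0506). Of 93 regulators of neurogenesis, 20 fell at least 2-fold and none rose; at any fold 48 fell and 1 rose, and 53 and 2 when adjusted over the list alone (median -0.63, camera adjusted p = 3.60e-09, and adjusted p = 0.294 with an estimated correlation). otpa and otpb, homeobox genes of hypothalamic neurons, had log2 fold changes of -2.24 and -1.48, and pou3f1, a POU transcription factor gene, one of -2.10. Of 43 genes of neural progenitors, 5 fell at least 2-fold, among them her3 (-1.77) and the Notch ligand genes dla (-1.12) and dlb (-1.07), while sox3 had a log2 fold change of -0.0041; at any fold 12 fell, and 13 when adjusted over the list alone (list median -0.26, camera adjusted p = 0.00193, and adjusted p = 0.294 with an estimated correlation). Of 73 genes of neuronal and axonal structure, 11 fell at least 2-fold and none rose, with 19 lower at any fold and 21 lower and 2 higher when adjusted over the list alone (median -0.26, camera adjusted p = 0.0323, and adjusted p = 0.531 with an estimated correlation). gpm6aa, a neuronal membrane glycoprotein gene, fell by 1.78 on the log2 scale, whereas tubb5 and tubb2b, abundant tubulin genes, had values of -0.08 and -0.07 and did not pass the test. Of 87 synaptic genes, 10 fell and 1, the glycine receptor gene glrba, rose at least 2-fold, with 16 lower and 3 higher at any fold, and 16 and 3 also when adjusted over the list alone; gad2, an enzyme of GABA synthesis, had a log2 fold change of -1.59 (list median -0.25, camera adjusted p = 0.0323, and adjusted p = 0.531 with an estimated correlation). Of 68 genes of the actin cytoskeleton and cell motility, 4 (5.88%) fell at least 2-fold and none rose, against 6.15% and 2.89% of the other named genes. myh10, a nonmuscle myosin gene, was among them at -1.07 (adjusted p = 0.0124, from 7.49e-05 to 0.0505 over the alternative settings). At any fold 9 were lower and 2 higher, and 9 and 2 also when adjusted over the list alone. The list was not called against the other named genes (median -0.15, 95% bootstrap interval -0.26 to -0.0030, camera adjusted p = 0.317). By fry, which makes no such comparison, it moved lower (adjusted p = 0.0256). By Fisher's exact test, 2-fold falls were more frequent than among the other named genes for axon guidance (30.2% against 6.05%, adjusted p = 2.28e-07), for regulators of neurogenesis (21.5% against 6.06%, adjusted p = 1.44e-05) and for neuronal structure (adjusted p = 0.0481). This test takes the genes of a list as independent, although they were read on the same arrays. Its p-values are too small where genes move together. The camera call for neuronal structure was lost without WT replicate 1, WT replicate 3, morphant replicate 1 or morphant replicate 2, at adjusted p of 0.0615, 0.0543, 0.0526 and 0.0619, with the test named in the paper's methods (0.111) and without the targets under the 0.25 quantile (0.0589) or the median (0.153) of signal. The camera call for synaptic genes was lost without morphant replicate 2 (0.0865), with the test of the methods (0.153, and an unadjusted p of 0.0765 from its unadjusted form) and without the targets under the median signal (0.153). The paper sorted the changed genes into functional groups with DAVID and states that many of the down-regulated ones act in neuronal development (Figures 4B,C); since the knockdown had impaired the projections of sensory neurons, it then searched the array for genes of axon guidance.

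**Figure D1:**
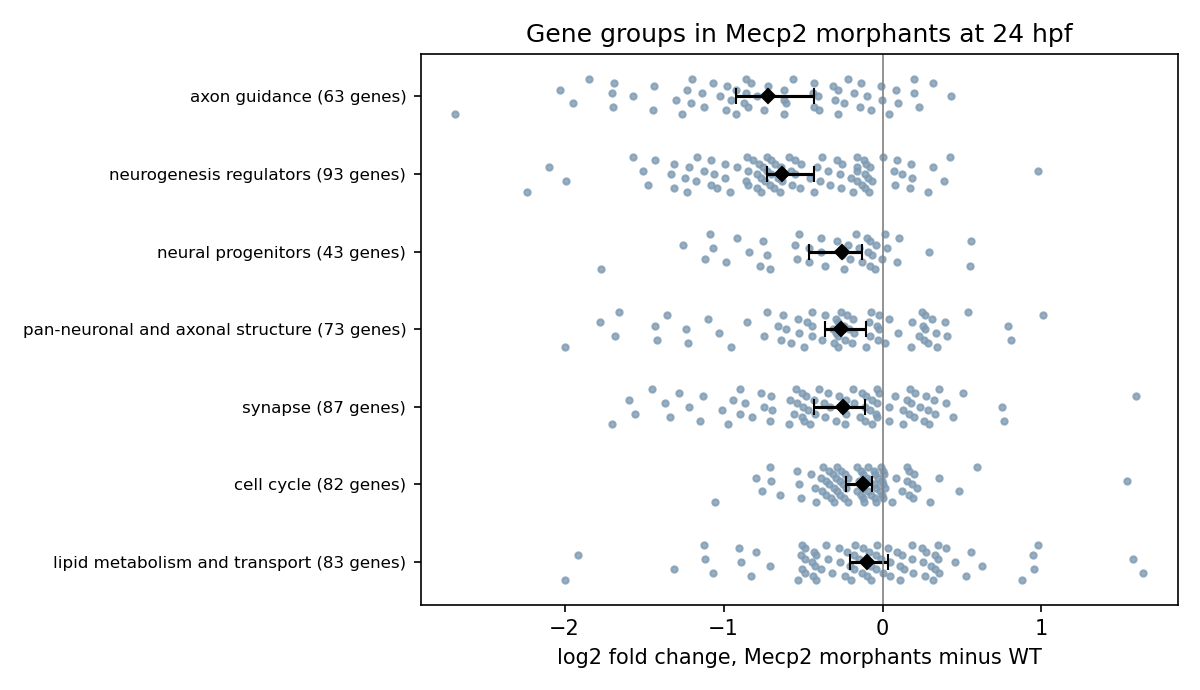
Log2 fold change of each gene (points; x axis, Mecp2 morphants minus WT) in 7 gene groups, with the group median (diamond) and its 95% bootstrap interval (bar); points are spread vertically for display only. The axon guidance and neurogenesis groups have medians of -0.72 and -0.63, and the cell cycle group one of -0.13.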

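sema3f, sema5b and robo2, genes of axon guidance, were read by 6 targets, and 5 of them fell at least 2-fold in Mecp2 morphants. sema3fa, a copy of sema3f on chromosome 6, fell from an intensity of 1529 ± 71.6 (SD, n = 3 pools) in WT to 696 ± 57.3 (SD, n = 3), a log2 fold change of -1.14 (standard error 0.12, adjusted p = 0.00403 from limma). sema3fb, the other copy, on chromosome 11, had 2573 ± 322 and 2268 ± 221 (SD, n = 3 pools in each group), a log2 fold change of -0.18 that did not pass the test (standard error 0.15, adjusted p = 0.424). sema5ba, a transmembrane semaphorin gene, lies on chromosome 9 of the Zv7 assembly, from 31691765 to 31751514 for its target ENSDART00000087663, which fell from 2450 ± 387 to 769 ± 184 (SD, n = 3 pools in each group), a log2 fold change of -1.69 (standard error 0.22, adjusted p = 0.00561). ENSDART00000087661, its other target, lies within these bounds and fell by 2.06 on the log2 scale (adjusted p = 0.00710). robo2, the gene of a Slit receptor, fell from 1173 ± 163 to 368 ± 98.5 (SD, n = 3 pools in each group) at its target OTTDART00000010814 on chromosome 15, a log2 fold change of -1.70 (standard error 0.22, adjusted p = 0.00601). OTTDART00000001997, the second robo2 target, had a log2 fold change of -1.35 (standard error 0.20, adjusted p = 0.00753). In all 5 of these targets each morphant pool was below each WT pool. Other genes of the same families changed less evenly. sema3ab had a log2 fold change of -1.20 (standard error 0.22, adjusted p = 0.0137), which lost its call without morphant replicate 1 or morphant replicate 2 and with the test named in the methods (adjusted p of 0.0530, 0.0524 and 0.0587, the lowest over the alternative settings being 0.000380), whereas sema3aa and sema3d had values of -0.13 and 0.04 and were not called. robo1 had a value of -1.07 (adjusted p = 0.0168) at 1 of its 2 targets and -0.45 at the other, which was dim and was not called, and slit2, which encodes a Robo ligand, was lower by less than 2-fold (-0.61, adjusted p = 0.0292). The adjusted p of slit2 was past 0.05 under 7 alternative settings (from 0.0155 to 0.0832 over all of them), and that of robo1 under 5 (from 0.00648 to 0.0762). Of 35 marker genes of trigeminal and other sensory neurons, 2 (5.71%) fell at least 2-fold and none rose, against 6.15% and 2.88% of the other named genes. The 2 were the vesicular glutamate transporter genes slc17a6a (-1.70) and slc17a6b (-1.28, adjusted p = 0.0190, from 0.00212 to 0.0779 over the alternative settings). At any fold 5 fell and 2 rose, 5 and 2 also when adjusted over the list alone. The list was not called against the other named genes (median -0.17, 95% bootstrap interval -0.33 to -0.04, camera adjusted p = 0.408). By fry, a test that does not compare a list with other genes, it moved lower (adjusted p = 0.0176).

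**Figure D2:**
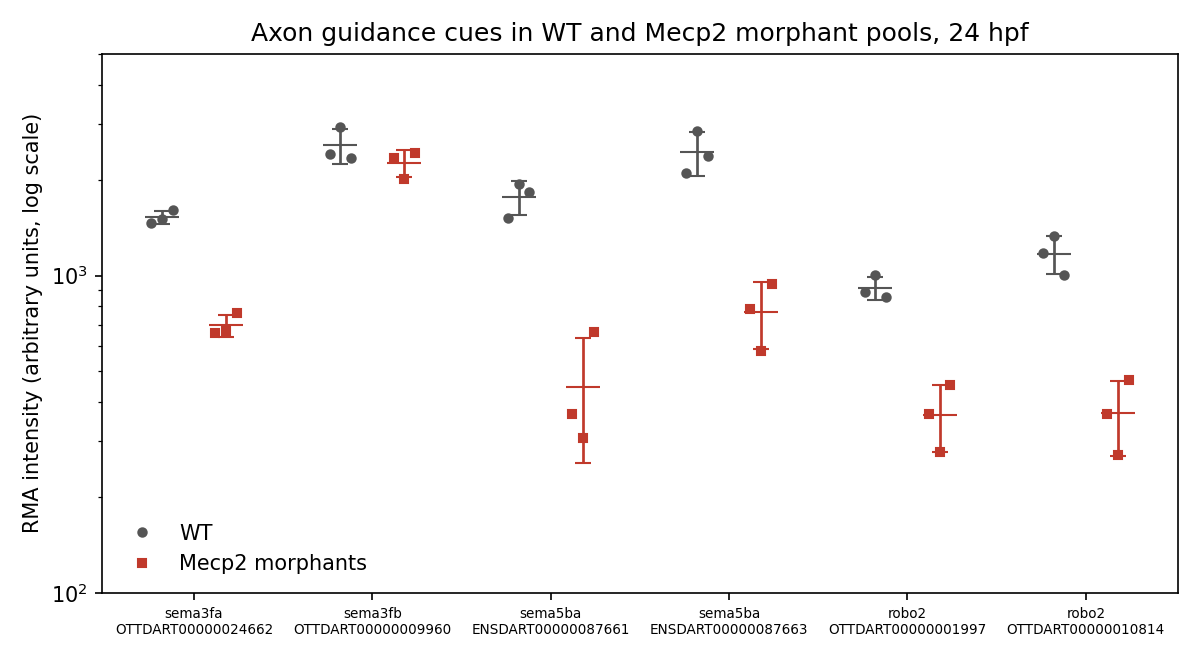
RMA intensity (y axis, log scale, arbitrary units) of the 6 targets of sema3fa, sema3fb, sema5ba and robo2 in each of 3 WT pools (circles) and 3 Mecp2 morphant pools (squares); horizontal lines are group means and bars are SD. For sema3fa the WT pools lie between 1470 and 1609 and the morphant pools between 659 and 762, while the 2 groups overlap for sema3fb.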

Since Mecp2 knockdown resulted in projection defects in sensory neurons, we searched for genes with axon guidance functions in our microarray that can potentially be involved in Mecp2-mediated effects. *sema3f*, *sema5b* and *robo2* were found in functional clusters involved in mammalian brain and nervous system development, specifically in neuronal projection morphogenesis, and they were strongly down-regulated by knocking down Mecp2.

**FIGURE 4:**
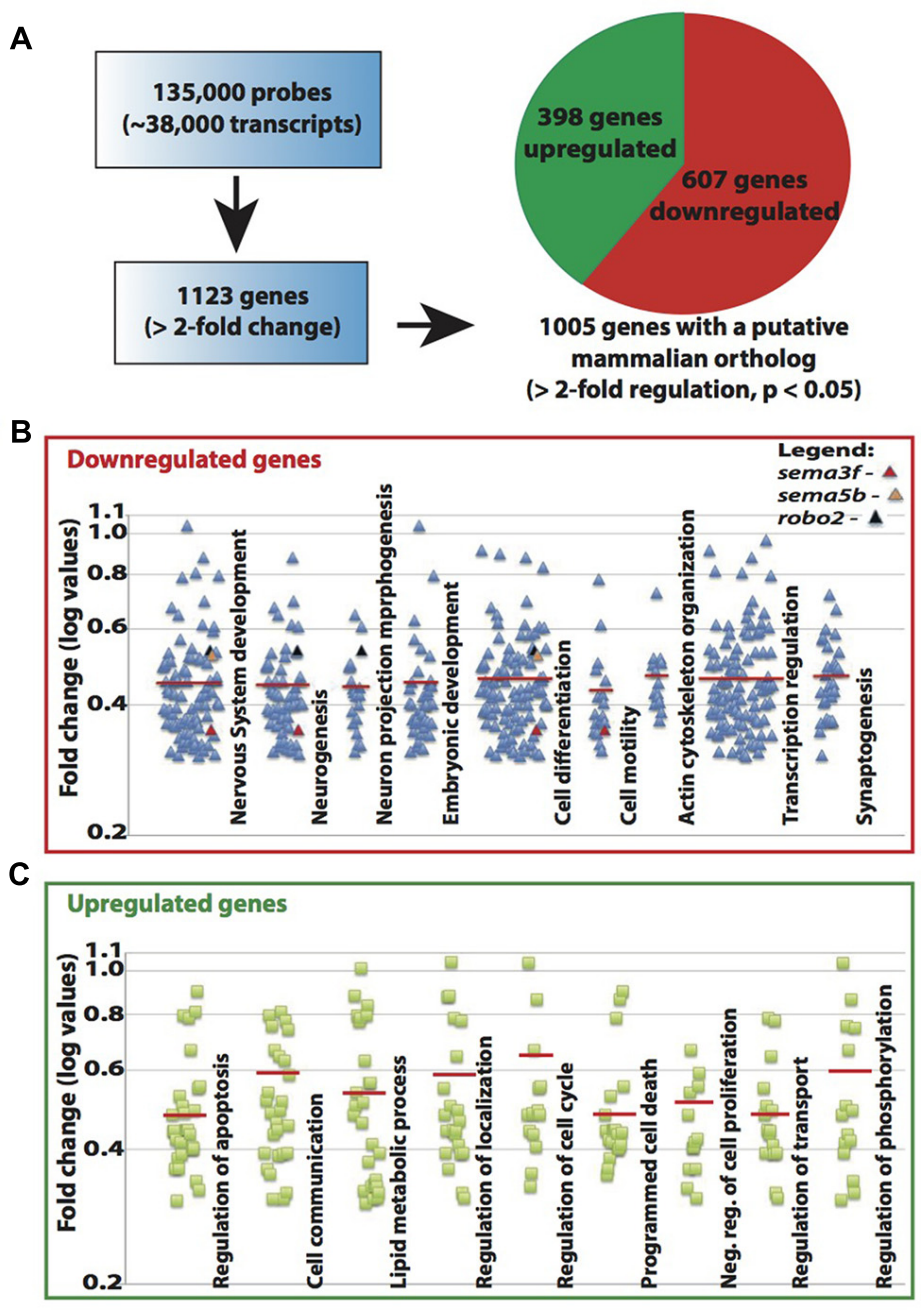
**Mecp2 morphants showed decreased expression of axon guidance cues.** Schematic diagram showing the number of genes that are upregulated or downregulated in Mecp2 deficient embryos **(A)**. Out of the 1005 genes that were found to have putative mammalian orthologs, 607 were downregulated and 398 were upregulated (minimum twofold change; significance was established at *p* < 0.05) in Mecp2 morphants **(A)**. Dot plots showing downregulated **(B)** and upregulated **(C)** genes. Each dot represent a single gene with at least twofold increased or decreased in expression presented as log values (base10) on *y*-axis. Relative fold change of downregulated genes, *sema3f* (0.352568), *sema5b* (0.523226) and *robo2* (0.537693) were highlighted as colored dots (red, orange, and black respectively) in their respective functional groups.

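On the log10 scale of the y axis, sema3fa fell by 0.34, sema5ba by 0.51 and robo2 by 0.51 in Mecp2 morphants, taking for each gene the target with the highest mean. The sizes of these changes, with their standard errors, were 0.342 (0.0368) for sema3fa, 0.509 (0.0650) for sema5ba and 0.511 (0.0673) for robo2. As folds they are decreases of 3.22 times for sema5ba and 3.25 times for robo2. The second target of sema5ba had a size of 0.620 and that of robo2 one of 0.407. sema3fb, with a size of 0.0541, lay below the 2-fold threshold.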

Non-quantitative and quantitative RT-PCR validated that mRNA levels of *sema3f*, *sema5b* and *robo2* were indeed reduced in Mecp2 morphants (**Figures 5A,B**). Our results suggest that Mecp2 plays an important role in the expression of these axon guidance cues. To determine if these genes are also downregulated in *mecp2*-null mutants, we examined mRNA expression of *sema3f*, *sema5b* and *robo2* in control and *mecp2*-null embryos (**Figure 5C**). There are modest but significant changes in *sema3f*, *sema5b* and *robo2* mRNA expression level in *mecp2*-null mutant as compared to WT control embryos. The modest change in the mRNA expression in *mecp2*-null mutants likely contributed to the subtle defects in TG projections in *mecp2*-null mutants. Whereas the bigger change in expression of these axon guidance cues in *mecp2* MO-mediated knockdown embryos contributed to the more severe defects. Moreover, injection of *mecp2* MO into *mecp2*-null embryos did not affect mRNA levels of *sema3f*, *sema5b* or *robo2*. These results confirmed that there are possibly compensatory effects in *mecp2*-null mutants as compared to *mecp2* MO injected embryos.

**FIGURE 5:**
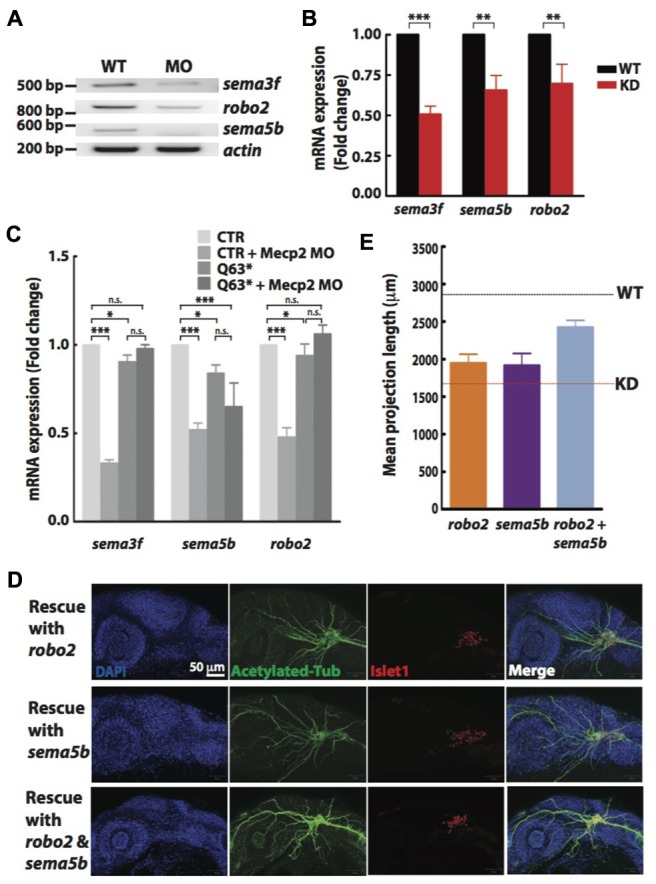
**Sema5b and Robo2 rescue Mecp2-induced defects in axonal projections in TG.** Representative gel images showing *sema3f*, *sema5b* and *robo2* mRNA levels regulated by Mecp2 **(A)**. Graph presenting quantitative RT-PCR of the three above mentioned genes in WT or Mecp2 MO injected embryos **(B)**. Graph showing expression of *sema3f*, *sema5b* and *robo2* mRNA in CTR and *mecp2^Q63^∗^/Q63^∗^^* mutants using RT-PCR **(C)**. Data are presented as fold expression of each gene normalized with housekeeping gene, *beta-actin* to value 1. (^∗^*P* < 0.05, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001, two-way ANOVA with Bonferroni’s *post hoc* test). Sema5b and Robo2 rescue axonal projection of TG cells. Representative images showing peripheral projections of trigeminal sensory neurons in embryos injected with *mecp2* MO together with mRNA of Sema5b, Robo2 or both **(D)**. Quantitative analysis of total peripheral projections from trigeminal sensory neurons, with graph presenting total length of peripheral projections from trigeminal ganglia per zebrafish **(E)** (Blue – DAPI, Green – acetylated tubulin, Red – islet1). *N* > 10 in each group, Scale bar = 50 μm.

### Sema5b and Robo2 are Essential for Mecp2-Mediated Defects of Axon Projections

Although there are changes in expression levels of class 3 semaphorins and their receptors in *Mecp2*-null mice, neither Sema3A or 3F has effects on repulsion or neurite outgrowth response of *Mecp2*-null olfactory axons (Degano et al., 2009). We also did not observe significant defects in embryos injected with morpholino targeting *sema3f* (Data not shown). Therefore, to further establish Robo2 and Sema5b-mediated Mecp2-dependent neuronal projection morphogenesis, we asked if the defects seen in Mecp2 morphants could be rescued by Robo2 and Sema5b. We co-injected mRNAs of *robo2* or *sema5b* or both together with *mecp2* MO. Our data showed that excess Robo2 or Sema5b alone modestly rescued defects observed in Mecp2 morphants (average of 70 and 67% of control, respectively as compared to the 50% in Mecp2 KD group) (**Figures 5D,E**). Importantly, coexpression of both Robo2 and Sema5b in Mecp2 morphants showed more projections from TG neurons (average of 90% of control) as compared to single gene rescue (**Figures 5D,E**). These results suggest that Robo2 and Sema5b expression plays a role in the neurodevelopmental phenotype associated with loss of Mecp2.

### Mecp2 Directly Regulates Transcription of *sema5b* and *robo2*

Next, we investigated whether Mecp2 directly regulates Robo2 and Sema5b expression by interacting with their promoters. We carried out conventional chromatin immunoprecipitation (ChIP) assay on 24 hpf wild-type embryos injected with *mecp2-gfp* using GFP antibody, followed by site-specific PCR analysis. Primers were designed within 2000 bp region upstream of translational start site of both *sema5b* and *robo2* promoters. Our results showed that specific regions on the promoters of these two mentioned genes co-immunoprecipitated with Mecp2 *in vivo*, suggesting that their transcription is directly subjected to Mecp2 regulation (**Figure 6A**). Quantification of PCR products showed weak binding of Mecp2 to the promoter of *sema5b* at P4 (within –1824 to -1723) and relatively strong binding at P1, P2, and P3 (within -155 to -57, -792 to -681, and -1310 to -1177) regions (**Figures 6A,C**). On the other hand, Mecp2 binds strongly to *robo2* promoter at P1 and P4 regions (within -349 to -222 and -2045 to -1916), and does not bind or only binds very weakly to P2 and P3 regions (-849 to -730 and -1374 to -1236) (**Figures 6A,B**). These results suggest that Mecp2 is likely to regulate transcription of Robo2 and Sema5b, through its association with the promoters of both genes.

**FIGURE 6:**
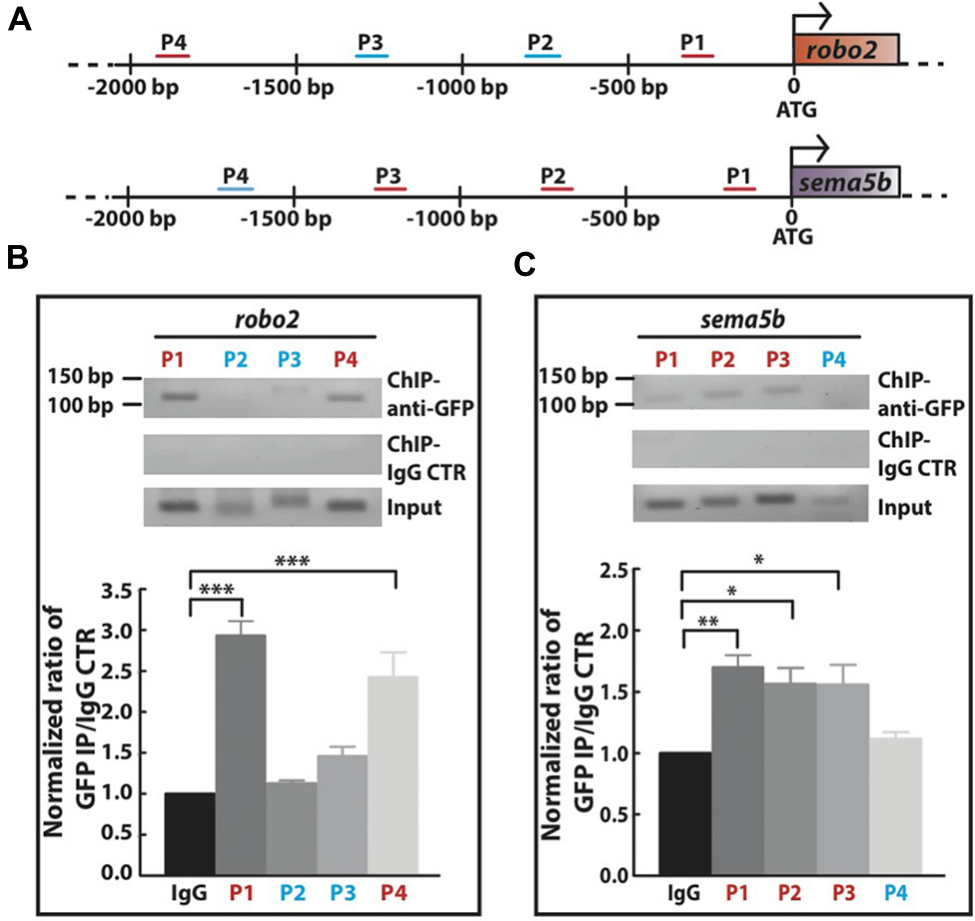
**Mecp2 directly regulates transcription of *robo2* and *sema5b* genes.** Chromatin immunoprecipitation (ChIP) analysis shows the recruitment of Mecp2 to *robo2* and s*ema5b* promoters. Schematic diagram of the 5′ promoter region of *robo2* and *sema5b*. Short horizontal lines (red and blue) labeled P1-4 indicate the relative positions of PCR products from the respective sets of primers on both promoter regions **(A)**. Representative gel images (top panel – anti-GFP pulldown, middle panel – IgG control pulldown and bottom panel – input) and quantitative analysis of ChIP assay performed on 24 hpf wild-type embryos overexpressing Mecp2 protein (GFP-tagged Mecp2) **(B,C)**. Anti-GFP antibody pulled down specific *robo2* and *sema5b* promoter regions [strong binding as indicated by the PCR products (amplify by their respective primers) in red, and very weak or no binding as indicated in blue]. Graphs show fold difference ratio of ChIP with anti-GFP over ChIP with IgG control normalized to value 1 **(B,C)**. (^∗^*P* < 0.05, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001, two-way ANOVA with Bonferroni’s *post hoc* test).

### Mecp2-Mediated Defects of Axon Projections Leads to Diminished Sensory Response

Innervation of sensory neurons is essential for sensory functions, which can be assessed by the ability of the embryo to respond to tactile stimuli (Sagasti et al., 2005; Carmean and Ribera, 2010; Low et al., 2011). We found normal muscle striations in Mecp2 deficient embryos (**Figure 7A**), but these embryos are less responsive to tactile stimuli as compared to controls at 48 h after *mecp2* MO injection (**Figures 7B,C**). WT control embryos responded to head tactile stimuli within an average of approximately 0.5 s upon tactile stimulation, whereas Mecp2 morphants took an average of 10.0 s to respond.

**FIGURE 7:**
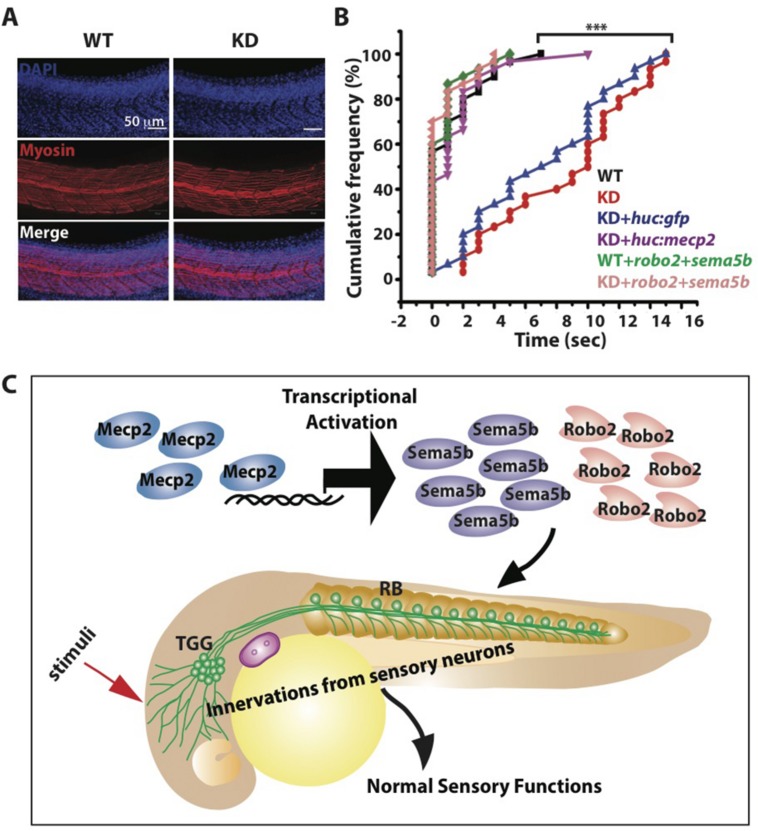
**Mecp2-mediated defects of axon projections leads to diminished sensory response.** Representative images showing arrays of muscle fibers in WT control and Mecp2 morphants (KD) embryos immunostained with monoclonal antibody A4.1025 (myosin) **(A)**. In all panels, anterior is to the left. (Blue-DAPI, red-myosin) Scale bar = 50 μm. Graphs showing rates of response upon tactile stimuli (red arrow in C) from the six experimental groups of WT and KD, including WT and KD coinjected with various rescue constructs indicated on the graph, upon tactile stimuli applied to the same region specified **(B,C)**. Proposed model shows Mecp2 plays a part in primary sensory projections through regulating transcription of Sema5b and Robo2 **(C)**. Each individual dot **(B)** represents individual embryos. *N* > 30. (^∗∗∗^*P* < 0.0001, one-way ANOVA with Bonferroni’ *post hoc* test).

Importantly, HuC promoter specific expression of Mecp2 in TG neurons rescued the diminished sensory response in Mecp2 morphants, reaffirming that the sensory behavioral phenotype is a cell autonomous effect resulting from a loss of Mecp2 (**Figure 7B**). This diminished sensory response in Mecp2 morphants mirrors the sensory deficit phenotypes observed in Rett patients, mouse models (Devarakonda et al., 2009; Downs et al., 2010; Battaglia, 2011; Samaco et al., 2013) and zebrafish *mecp2*-null mutant (Pietri et al., 2013). To determine if Robo2 and Sema5b directly play a role in Mecp2–mediated sensory response, we coexpressed Robo2 and Sema5b in Mecp2 morphants (**Figure 7B**). This led to restoration of sensory responses in Mecp2 morphants to levels comparable to WT controls, indicating that Robo2 and Sema5b are downstream proteins of Mecp2 that are responsible for mediating MeCP2-dependent sensory responses (**Figure 7C**).

Taken together, our results show that Mecp2 plays a role in embryonic development of zebrafish. Mecp2 could function by regulating the expression of genes acting during formation of peripheral neurites by sensory TG neurons, which is essential for sensory response (working model illustrated in **Figure 7C**).

## Discussion

Human males with mutations in *MECP2* gene normally do not survive, whereas females showed normal postnatal development till 6–18 months of age, when typical neurological symptoms started to appear (Amir et al., 1999; Armstrong, 2005). Male rhesus and cynomolgous fetuses carrying *MECP2* mutations were miscarried, while females did not show any obvious phenotypes at least for the first 4 months after birth during the study period (Liu et al., 2014). The human disease manifestations were profoundly different from those seen in mouse Rett syndrome models where all animals survived, and males but not females displayed Rett syndrome phenotypes at an early age (Guy et al., 2011). Despite showing clear behavioral alterations during early development, *mecp2^Q63^∗^^* mutant fish also survived but has relatively shorter lifespan than WT fish (Pietri et al., 2013). In addition, this *mecp2^Q63^∗^^* mutant exhibits motor defects compatible with motor phenotypes observed in Mecp2-null mouse models and Rett syndrome patients. This *mecp2^Q63^∗^^* mutant fish also showed delayed response to tactile stimulations (Pietri et al., 2013) which is in agreement with defects exhibited by Mecp2 morphants and MeCP2 deficiency in mice. Partial MeCP2 deficiency in mice resulted in reduced pain recognition in a hot plate assay (Samaco et al., 2008). Mecp2 knockdown in zebrafish resulted in retarded responses to tactile stimuli while exhibiting normal muscle striations as compared to controls indicating that Mecp2-knockdown-induced defect in sensory neuron projections is indeed responsible for the diminished touch sensitivity observed.

The presumably null *mecp2^Q63^∗^^* mutation is a nonsense mutation generated using ENU mutagenesis approach, putatively truncated the protein at position 63 and does not correspond to any known human *MECP2* mutations. In mice, the two *Mecp2* splice variants (*Mecp2-e1* and *Mecp2-e*2) differing only in the first 26 amino acids, show dramatically different functions such that forced expression of MeCP2-e2 but not MeCP2-e1 promotes cell death (Dastidar et al., 2012). Although the non-lethality of this mutant fish could be that the truncated protein still had functions essential for sensory neuronal projections in zebrafish, our data from titration experiments using different concentrations of *mecp2* MO rule out this possibility. Injection of *mecp2* MO into WT-CTR but not these *mecp2^Q63^∗^^* mutants affected innervations of TG neurons and expression of the axon guidance cues examined, confirming specificity of our *mecp2* MO. Despite the absence of functional Mecp2, the expression of axon guidance cues such as Sema5b and Robo2, are only modestly but significantly decreased in these *mecp2^Q63^∗^^* mutants as compared to Mecp2 morphants. Thus, explaining the milder TG projection phenotypes observed in *mecp2^Q63^∗^^* mutants as compared to Mecp2 morphants and also suggesting possible compensatory effects in *mecp2^Q63^∗^^* mutants. Possible compensatory mechanisms include the presence of another genetic alteration in the *mecp2*-null mutants that can suppress effects of the *mecp2^Q63^∗^^* mutation, functional compensation through other proteins that have MBD and TRD domains or Mecp2-independent positive feedback loop for regulating Mecp2 target genes (Pietri et al., 2013). In fact, it has recently been shown that genetic compensation in zebrafish mutants but not morphants is the key reason underlying the difference in phenotypes between mutants and knockdowns (Rossi et al., 2015).

Zebrafish and human MeCP2 proteins share only about 43% amino acid sequence identity (and 46.3% identity with *Xenopus*), but the conserved domains are apparent (Coverdale et al., 2004) and Mecp2 may thus serve similar functions in mammals and fish. Zebrafish Mecp2 protein is more similar to the mammalian MeCP2α isoform than the MeCP2β in terms of N-terminus and genomic organization (Coverdale et al., 2004). Studies with mutant Mecp2 in *Xenopus* showed deficits in binding of Mecp2 to a corepressor complex (Stancheva et al., 2003). Mecp2 knockdown in zebrafish reduces metabotropic-type glutamate receptor 2 (mGluR2), which was also observed in Rett syndrome patients (Blue et al., 1999). 

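grm2b, a gene of the metabotropic glutamate receptor mGluR2, fell in Mecp2 morphants. Its target ENSDART00000012940, on chromosome 11 of the Zv7 assembly from 34190078 to 34225078, went from an intensity of 1563 ± 168 (SD, n = 3 pools) in WT to 344 ± 62.3 (SD, n = 3), a log2 fold change of -2.19 (standard error 0.17, adjusted p = 0.00206 from limma). The other grm2b target, ENSDART00000061529, was dim, with 86.9 ± 73.6 and 39.0 ± 10.7 (SD, n = 3 pools in each group), and did not pass the test (log2 fold change -0.87, adjusted p = 0.303). Of 6 metabotropic glutamate receptor genes with a named target, grm2b fell at least 2-fold, and grm3 and grm4 were lower at any fold, with log2 fold changes of -0.82 (adjusted p = 0.0339) and -0.51 (adjusted p = 0.0371). Both values are under 2-fold, and grm3 (57.6 in WT and 32.3 in Mecp2 morphants) is near the signal of random probes. The grm3 difference no longer passed without any 1 array other than WT replicate 3, nor the grm4 difference without any 1 array, with adjusted p over all alternative settings from 0.0251 to 0.0963 for grm3 and from 0.00744 to 0.121 for grm4. grm6a and grm6b had values of 0.42 and -0.27 and were not called. The same 3 genes were lower when adjusted over the list alone. The list was not called against the other named genes (median -0.39, 95% bootstrap interval -1.51 to 0.21, camera adjusted p = 0.106). By fry, which makes no such comparison, it moved lower (adjusted p = 0.00760).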

Some of the other Mecp2-regulated genes that we found in zebrafish, such as *atxn1* and *pax6*, were previously implicated in developmental delays in humans (Kim et al., 2011; Celestino-Soper et al., 2012). Therefore, MeCP2-regulated genes found in mammalians are likely to be involved in similar processes in zebrafish.

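A target annotated as ATXN1 rose in Mecp2 morphants, and targets of pax6b, a copy of the eye and brain regulator pax6, fell. ENSDART00000086206, which the files name ATXN1 (2 of 2), lies on chromosome 16 of the Zv7 assembly from 25988551 to 25991127 and went from an intensity of 629 ± 64.6 (SD, n = 3 pools) in WT to 3418 ± 191 (SD, n = 3), a log2 fold change of 2.45 (standard error 0.13, adjusted p = 0.000870 from limma). atxn1a, on chromosome 19, was dim and did not pass the test, with 105 ± 26.3 and 98.8 ± 37.6 (SD, n = 3 pools in each group; log2 fold change -0.15, adjusted p = 0.787). pax6b, on chromosome 7, was read by 5 targets, of which 4 were lower at an adjusted p under 0.05 and 2 of these by at least 2-fold. OTTDART00000022988 fell from 2860 ± 76.9 to 1188 ± 4.06 (SD, n = 3 pools in each group), a log2 fold change of -1.27 (standard error 0.11, adjusted p = 0.00237). The pax6b target with the highest signal, OTTDART00000022984, fell by 0.82 on the log2 scale (adjusted p = 0.0100), OTTDART00000022987 by 1.07 and OTTDART00000022985 by 0.94, which did not pass without morphant replicate 2 or with the test named in the methods (adjusted p of 0.0545 and 0.0512, the lowest over the alternative settings being 0.000126). The 4 targets of pax6a, the other copy, on chromosome 25, had log2 fold changes between -0.20 and 0.07, and none was called. The difference between the 2 copies was not tested.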

Functional categorization of all the Mecp2-regulated genes on our array suggest that Mecp2 is involved in transcriptional down-regulation of genes with roles in general cell maintenance, but up-regulation of genes with roles in neuronal development, specifically in neuronal differentiation, axon projections and synaptogenesis. One possible explanation for MeCP2 acting as transcription activator or repressor, is the binding of MeCP2 to either 5-hydroxymethylcytosine (5hmC) or 5-methylcytosine (5mC) as shown in a recent study using mice. MeCP2 binding to 5hmC can facilitate transcription in neural cell types, but represses transcription when bound to 5mC containing DNA (Mellén et al., 2012). However, the 5hmC and 5mC content in the same genes vary between different cell types. These variations can therefore explain, or at least in part, for the very few overlaps in MeCP2-dependent regulated genes found from different studies, especially from studies using different cells and different parts of the mammalian brains (Guy et al., 2011). For example, one of the most characterized target gene of MeCP2 – *BDNF*, does not consistently appear to be regulated by MeCP2 in all the arrays (Guy et al., 2011). Ratios of 5hmC/5mC in mouse *Sema5b* and *Robo2* (the two genes that we found transcriptionally activated by Mecp2 in zebrafish) are approximately 1 or much higher than 1 (ratio of 3) in purkinje cells (PCs) and specialized Bergmann glial (BG) cell population, but is only about 0.2–0.4 in granule cells (GCs) (Mellén et al., 2012). Therefore, suggesting that MeCP2 probably activates transcription of both *Sema5b* and *Robo2* in PC and BG but represses transcription of both genes in GC cells.

Our results show that Mecp2 knockdown causes defects in projections from sensory neurons through activating transcription of axon guidance cues represented by Sema5b and Robo2. These defects in zebrafish emulate sensory and neuromotor deficits seen in Rett syndrome patients (Samaco et al., 2008; Devarakonda et al., 2009; Downs et al., 2010; Battaglia, 2011). Although Rett syndrome patients have sensory deficits, this aspect of the disorder is still largely uncharacterized. *sema3f, sema5b* and *robo2* are genes that have roles in axon projections and synaptogenesis and were significantly down-regulated in Mecp2 morphants (**Figures 4** and **5**). These known axon repelling guidance cues appear to have axon promoting functions in sensory neurons in zebrafish (at least for both Sema5b and Robo2). Previous studies in mice showed guidance cues such as Slits (ligand for Robo receptor) that typically act as axon repellents may also act to attract some axons (such as DRG, trigeminal sensory neurons and retinal axons inside the optic fiber layer) (Wang et al., 1999; Nguyen Ba-Charvet et al., 2001; Jin et al., 2003; Ma and Tessier-Lavigne, 2007). Semaphorins typically cause repulsion and collapse of axons but could on the other hand promote dendrite growth in hippocampal neurons (Ng et al., 2013). Therefore, it could be possible that semaphorins can also promote growth of some axons as observed for Slit/Robo. Semaphorins are widely expressed in the developing nervous system of mice, but there are no known roles of Sema5b specifically. Previous studies in mouse models demonstrated that semaphorins act as guidance cues for axon targeting, cell migration, cell death or synapse formation during the development of nervous system (Koncina et al., 2007). Severe abnormality in peripheral nerve projections, which includes trigeminal, facial, vagus, accessory and glossopharyngeal nerves were observed in Sema3D knockout mouse (Taniguchi et al., 1997).

The Robo2 protein is highly conserved from fly to humans, and is known to function in developing nervous systems with roles in axon guidance, synaptogenesis and cell migration (Yeo et al., 2004; Campbell et al., 2007; López-Bendito et al., 2007; Andrews et al., 2008; Pan et al., 2012). Mice deficient in Robo2 demonstrated obvious axon guidance errors, with a more prominent effect on mice deficient in both Robo1 and Robo2 (López-Bendito et al., 2007). Like Robo2, Sema5b is also a ligand-binding receptor. Besides its role as a guidance cue, little else is known about its role in neuronal development. Interestingly, Robo2 or Sema5b can both modestly rescue defective projections from TG neurons in Mecp2 morphants. Although there are no known expression studies on Sema5b in zebrafish, Robo2 was found to be expressed in a subpopulation of HuC positive cells of the TG in zebrafish embryos at 24 hpf (Pan et al., 2012). Therefore, partial rescue of the phenotype observed upon expressing Robo2 alone could be because not all TG neurons express Robo2. It is also possible that both Robo2 and Sema5b are working together and are not able to achieve significant rescue effect as an individual. Concurrent expression of both Robo2 and Sema5b can rescue this defect to approximately control levels, suggesting that Robo2 and Sema5b plays important role in mediating the effects of Mecp2 in regulating projections of sensory neurons. In contrast, although we found a decrease of Sema3f expression in Mecp2 morphants, this decrease did not translate to significant defects, at least in the gross morphology of zebrafish embryos and also in projections of sensory neurons, which is likely due to compensatory effects from other class 3 semaphorins. Similar observation on mice was reported, where abnormal levels of class 3 semaphorins and their receptors were also observed in the olfactory system in *Mecp2*-null mice. But neither Sema3A nor 3F elicited any difference in repulsion or neurite outgrowth response of *Mecp2*-null olfactory axons (Degano et al., 2009).

In summary, our data using *mecp2*-null mutants and *mecp2* MO-mediated knockdown approach show that Mecp2 is important for peripheral innervation of sensory neurons in the zebrafish. Mecp2 knockdown in zebrafish model recapitulates sensory deficits of Rett syndrome in humans. We also found expression of well-known axon guidance cues such as Sema5b and Robo2 positively regulated by Mecp2 through its interactions with specific regions on both promoters. These guidance cues are essential for the Mecp2-dependent innervations from sensory neurons and sensory response during embryonic development.

## Materials and Methods

### Injection of Zebrafish

Wild-type zebrafish of the AB strain were maintained under standard conditions of fish husbandry. Freshly fertilized zebrafish eggs were injected with mRNA (100 ng/μl), plasmid DNA (40 ng/μl), *mecp2* morpholino (800 μM), *robo2* morpholino (200 μM) and *sema5b* morpholino (500 μM) at the one- to two-cell stage in a volume of approximately 1 nl. Approximately 200 embryos were injected for each morpholinos or overexpresson constructs. At least 30 embryos were analyzed for each experimental group used per experiment. For experiments using *mecp2*-null zebrafish embryos, *mecp2* splice blocking morpholino was also injected into *mecp2^Q63^∗^/Q63^∗^^* mutant (*mecp2*-null) and its wild-type control embryos (WT-CTR) (both in the Nacre background). The injected embryos were cultured at 28°C, and embryos were fixed at specific developmental stages for further analysis. Morpholinos were purchased from GeneTools. Splice-blocking morpholino (5′-CTCACCTCTGCTGACAACAAAATAA-3′) was selected for knocking down Mecp2. This splice-blocking MO that allows efficiency of MO to be determined through PCR, was used for all the Mecp2 morphants shown here. The control morpholino (5′-CCTCTTACCTCAGTTACAATTTATA-3′) and *p53* morpholino (5′-GCGCCATTGCTTTGCAAGAATTG-3′) used were the scrambled sequence and a translational blocker respectively from Gene Tools. All zebrafish experiments were in compliance and approved by the Singapore National Advisory Committee on Laboratory Animal Research.

### Cloning of Zebrafish *mecp2*, *sema5b*, and *robo2*

cDNAs were synthesized from 24 hpf wild-type embryos using cDNA synthesis kit (Invitrogen). These cDNA templates were used for PCR amplification of the full-length zebrafish *mecp2*, *sema5b* and *robo2*. The PCR products were cloned into TOPO vector and subsequently sub-cloned into either pCS2-GFPxlt or pSP64T expression vector for over expression studies and rescue experiment. Full-length zebrafish *mecp2* was cloned into *huC* promoter plasmid to induce specific expression in subsets of TG neurons. GFP-expressing embryos were screened by fluorescent microscopy to determine for expression of injected constructs. Only embryos that expressed GFP were used for all downstream experiments and analysis.

### Whole-Mount *In Situ* Hybridization

Purified plasmid was linearized by selected restriction enzymes and used as templates for *in vitro* transcription using T7 or SP6 RNA polymerase to generate Digoxigenin (DIG)-labeled sense and antisense probes using DIG RNA labeling kit (Roche). Whole-mount *in situ* hybridizations were performed following routine protocols.

### Antibody Staining and Terminal Deoxynucleotidyl Transferase (TdT)-Mediated dUTP Nick-End Labeling (TUNEL) Assay

Whole-mount antibody staining on zebrafish embryos was performed according to standard protocols. The following antibodies were used: rabbit anti-GFP (1:1000; Abcam), monoclonal anti-acetylated tubulin (1:500; Sigma), monoclonal anti-islet [1:100; The Developmental Studies Hybridoma Bank (DSHB)], monoclonal antibody A4.1025 (skeletal muscle myosin) (1:20; DSHB) and mouse anti-HuC/D (1:1000; Invitrogen). For confocal microscopy, appropriate Alexa Fluor-conjugated secondary antibodies (1:500; Molecular Probes) were used for signal detection. Embryos were counterstained with 4,6-diamidino-2-phenylindole (DAPI) to visualize cell nuclei when required. For TUNEL assay, the embryos were made more permeable by treating with proteinase K and 0.1% sodium citrate prior to the standard protocol as recommended by the manufacturer (Roche).

### *In Vitro* Transcription of Capped mRNA

Plasmids encoding *mecp2*, *sema5b* and *robo2* were linearized, and capped, full-length mRNA was transcribed from this template using the mMessage mMachine Kit (Ambion). The mRNA was injected into one- to two-cell stage embryos either alone or in combination with a morpholino.

### Zebrafish Gene Expression Microarray

Three independent pools of 24 hpf zebrafish Mecp2 morphant embryos were compared to three independent pools of 24 hpf control embryos. RNA extraction was done using RNeasy mini kit (QIAGEN). The triplicate embryo pools made a total of six hybridizations. cDNA synthesis, cDNA labeling, microarray hybridization and washing were performed following the manufacturer’s instructions (Roche NimbleGen). The 135K NimbleGen array contains 135,000 probes targeting 38,489 transcripts derived from the Ensembl database built on the Zv7 assembly (37,157 zebrafish genes identified). Array hybridization was done using Maui Hybridization System and was scanned using Axon GenePix 4000B Scanner. Data extraction and image processing were performed using NimbleScan software v.2.6 and the Robust Multichip Average (RMA) algorithm used to generate gene expression values. The normalized data was subsequently analyzed using ArrayStar. Threshold was set at twofold change with a 95% confidence interval by student’s *t*-test with Benjamini Hochberg False Discovery Rate analysis.

### Quantitative Real-Time PCR

One microgram of total RNA was used as starting material. Reverse transcription was carried out with Invitrogen’s SuperScript III First-Strand Synthesis kit using oligo(dT) primers. Gene specific primers were used to amplify *sema3f* (fw-5′ CAACCAGTACTGCCAAGACTAC 3′; rv-5′ TCCTGGTGGTGTCTCCTATT 3′), *sema5b* (fw-5′ CTGCTGTCTTTCCTGGTGTATG 3′; rv-5′ GTGGTGTTGCCCTTGTAGTT 3′) and *robo2* (fw-5′ GACATACCTCCATCAGGGTTTAG 3′; rv-5′ GAAACTGCAGCAGGAGAAGA 3′) by qPCR on a Biorad CFX96 RT PCT using SYBR Select master mix (Invitrogen). A sample volume of 12 μl was used for all assays. All samples and standards were run in triplicates. Three biological replicates were performed for each set of data normalized using housekeeping gene *beta-actin*.

### Chromatin Immunoprecipitation (ChIP)

Wild-type embryos were injected at one-cell stage with GFP-tagged *mecp2* RNA. They were harvested manually at 24 hpf, then dechorionated, deyolked and immediately crosslinked to DNA by direct addition of formaldehyde at a final concentration of 1% for 10 min at room temperature. Embryo tissues were lysed and sonicated (Sonics Vibra-Cell) to produce DNA fragments that are between 300 and 800 bp. After sonication, ChIP assay was performed according to Millipore protocol (Magna ChIP G Tissue Kit). Protein-DNA complexes were immunoprecipitated overnight at 4°C in the presence of specific anti-GFP antibody (Abcam) or control rabbit IgG (Santa Cruz Biotechnology). DNA was purified and used directly for PCR of *sema5b* and *robo2* promoters. Primers were designed within 2000 bp region upstream of translational start site of *sema5b* promoter (Primer 1: fw-5′ CTCTGCTGATCGTAAAGGTGTAT 3′; rv-5′ GTTAAAGAGGACAGACGGAGTG 3′, Primer 2: fw-5′ TCCAGCTCAGTTCAGTTCAAG 3′; rv-5′ TTGCGATTTCCAACATATACATAGC 3′, Primer 3: fw-5′ GGGTTCAATTCCCTACAGTCTT 3′; rv-5′ GGATGGATGGATTGATGGTTAGA 3′, Primer 4: fw-5′ TGTTCCACTTCTGGTCAGTTT 3′; rv-5′ TCTGAGGAGACCCAGCTTTA 3′) or *robo2* promoter (Primer 1: fw-5′ GAGGATCGTAAGGTGCTTCTG 3′; rv-5′ ACACCATCTCCTACTGTGTTTG 3′, Primer 2: fw-5′ ACACTGACATATTGGTGGTCAT 3′; rv-5′ CAGCTTTCCGTGGTGTTTATTC 3′, Primer 3: fw-5′ CTTAGAGCTGACACTGGAAGATG 3′; rv-5′ TGGGCGAACGGATAGATAGA 3′, Primer 4: fw-5′ TGCTGACACACCGCTAATC 3′; rv-5′ GAGGAATGCAAGGACCAATTTC 3).

### Behavior Studies

Wild-type embryos injected with either control morpholino (800 μM), *mecp2* morpholino (800 μM), or in combination with rescue constructs (∼40 ng for DNA and 100 ng for mRNA) were allowed to develop to 48 hpf under normal growth conditions before scoring was done. These embryos were dechorionated manually and subjected to tactile stimuli at the head region. Manual scoring was done by taking down the time required by the embryo to produce a response upon stimulation applied with the tip of a mounting needle. Zero seconds was recorded for embryos that gave an immediate reaction to the tactile stimuli.

### Imaging, Analysis, and Figure Preparation

Stained embryos were dissected from their yolk and mounted in 70% glycerol. High-resolution images of embryos were captured using a Zeiss LSM 710 confocal microscope (Carl Zeiss Pte Ltd, Singapore). Low-resolution images were obtained using a Zeiss SteREO Discovery V8 stereoscope equipped with an Axiocam ICc3 color digital camera (Carl Zeiss Pte Ltd, Singapore). For analysis of the neurite structure of TG cells, three-dimensional (3-D) reconstructions of the processes of all labeled cells were made from Z-series stacks of confocal images. The projection images were semi-automatically traced with NIH ImageJ using the NeuronJ plugin. The total length of processes in each individual embryo were subsequently measured and analyzed. All data were scrambled and only decoded after analysis was done blinded. A total of >30 embryos from >3 individual experiments were analyzed per group. Gel quantification of DNA for ChIP PCR was done using NIH ImageJ. Statistical significance (*P* < 0.05) was assessed using student *t*-test, one-way or two-way ANOVA with Bonferroni’ *post hoc* test, after normalization checked using Shapiro–Wilk normality test. Figures were assembled using Adobe Illustrator CS4.

## Author Contributions

WL designed and performed all experiments and analyzed all data; ZL analyzed data for microarray; VK designed some experiments and made critical edits on the manuscript; TP contributed key materials for the experiments and made critical inputs to the manuscript; EG initiated and directed the entire study, designed experiments, analyzed data and wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

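The data are 6 one-colour NimbleGen zebrafish expression arrays of whole embryos at 24 hpf, 3 for pools of WT embryos and 3 for pools of Mecp2 morphants. The paper gives an injection of 1 nl of the splice-blocking mecp2 morpholino at 800 µM for the morphants. The authors scanned the arrays, extracted the signals with NimbleScan and summarised and normalized the probes of each target by RMA, which the submitters' processing notes also name, with no version. The deposited values are the resulting intensity of each target on a linear scale, 1 value per target and array. The table of the whole series holds the same intensities as the 6 files of the single arrays (largest difference 0). The paper compared the groups in ArrayStar by Student's test with Benjamini-Hochberg adjustment, at a change of at least 2-fold.

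From these values, the log2 intensity of 38489 targets was analysed in R 4.3.3 with limma 3.58.1. The row of random-sequence probes was used only as a measure of background. No target was removed, and no normalization was added. Each target was fitted with lmFit and eBayes with Mecp2 morphants against WT as the only term, two-sided, without a trend and without a block, since the arrays share only their replicate numbers. Adjusted p-values are by Benjamini-Hochberg over all 38489 targets, and a target was called changed at an adjusted p under 0.05 and a change of at least 2-fold. Values per group are means ± SD of the linear intensities of 3 pools, and fold changes are differences of mean log2 intensities. For arrays, the number of arrays limits the precision.

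Gene names come from the annotation in the files, brought to current symbols with a table of the zebrafish assembly GRCz12tu, which was used for names only. Of the 38489 targets, 2663 were matched by RefSeq accession, 2117 by gene number, 4824 by a current symbol and 5755 by an older symbol; 5905 kept the name in the files, 749 took the name of a mapped marker equal to the human match, and 16476 had no name. A marker was not used for a target on another chromosome. This exclusion, and that of protein names from the plain gene symbols, were made after a first look at the largest changes, where wrong names stood out. Positions are given for targets built on the Zv7 assembly, as in the paper; for targets named OTTDART the files do not give the assembly, so only the chromosome is printed. The human match is the one in the annotation of the array and is not an ortholog table. Of all targets, 1380 read the reverse strand; they were tested but did not stand for a gene, a choice made after the data were examined.

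Genes to be named were set by a rule before the data were examined: every gene the paper names; the 10 targets with the largest rise and the 10 with the largest fall among called targets with a plain gene symbol whose groups did not overlap; and, from each gene list, up to 6 called members with the lowest adjusted p and up to 2 with the highest signal that were not called. The target named ATXN1 (2 of 2) and the 4 targets without a symbol given under the other observations were added from the files.

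The 30 gene lists were written before the data were examined and cover axon guidance, neurogenesis regulators, neural progenitors, neuronal structure, synapse, metabotropic glutamate receptors, sensory neurons, actin and motility, the p53 response, apoptosis, the cell cycle, lipid metabolism, methyl-CpG-binding proteins, skeletal muscle, red blood cells, myeloid cells, the interferon response, pigment cells, the eye, the hatching gland, the tailbud, notochord, epidermis, heart and vessels, endoderm, glia, heat shock, ribosomes, oxidative phosphorylation and histones. A gene was represented by its target with the highest mean, which gave 15703 named genes. Each list was compared with the other named genes by camera with an inter-gene correlation of 0.01, again by camera with an estimated correlation and by fry, which tests whether the genes of a list move one way and does not compare them with other genes; p-values were adjusted over the 30 lists. The number of called members was compared with that of the other genes by Fisher's exact test, two-sided, adjusted over both directions and all lists. Intervals of list medians are 95% bootstrap intervals from 10000 draws of members.

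The procedure was tested on simulated data at the observed means and spread, 3 arrays against 3, in which 200 of 38489 targets were changed by set folds. Members of simulated gene lists were also moved by a smaller amount. At a 4-fold change, 47 of 66 were called, at 2.5-fold 36 of 67 and at 1.5-fold 0 of 67, where 1 passed at the adjusted p alone. Of the unchanged targets, 4 were called at the 2-fold threshold and 6 passed at any fold. By the test named in the paper's methods, 23, 7 and 1 of the changed targets passed at the adjusted p alone. In the simulation the power was partial at 4-fold and 2.5-fold. The adjustment is stricter where few targets change, and the real data had 7975 targets at an adjusted p under 0.05 in limma's test. These shares therefore do not give the power of the real comparison.

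The alternatives were cyclic loess and median centring of the arrays, the series table, removal of the targets under the 0.25 or the 0.5 quantile of mean signal, the test of the paper's methods with and without adjustment, eBayes with trend and robust options, array weights, a replicate block, the mean of all targets of a gene, each array left out, other fold thresholds and, chosen after the data were examined, removal of the reverse-strand targets. The functional grouping of the paper with DAVID was not repeated, and its count of genes with a mammalian ortholog was not derived, since no ortholog table or annotation database was at hand. The experiments of the paper on other samples (RT-PCR, chromatin immunoprecipitation, imaging, behaviour) are not part of these files.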

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

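Of the tests given here, the comparison of the axon guidance genes with the genes of neuronal structure was chosen only after the result was seen.

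Of the 30 gene lists, 6 that cover tissues and processes the paper does not discuss differed from the other named genes in Mecp2 morphants by camera from limma, and none of the 6 passed with an estimated correlation (adjusted p of 0.294 to 0.327). The 35 genes of red blood cells had a median log2 fold change of -0.43 (camera adjusted p = 0.000195), with 9 lower at least 2-fold and none higher. At any fold 13 were lower, and 15 when adjusted over the list alone. klf1, alas2 and epb41b fell by 2.43 (an uncertain size, since klf1 was near the signal of random probes in Mecp2 morphants, at 53.3), 1.54 and 2.46. The brightest targets of the globin genes hbbe1.1 (-0.40) and hbae3 (-0.33) did not pass the test, although another target of each was lower at any fold. The brightest hbbe1.1 target did pass under 6 alternative settings, among them the test of the paper's methods (adjusted p = 0.0444), and that of hbae3 under 2. The 56 genes of the lens and eye had a median of -0.39 (adjusted p = 0.000891), with 16 lower and 1 higher at least 2-fold, 22 and 4 at any fold and 26 and 6 when adjusted over the list alone. The 48 genes of pigment cells and neural crest had a median of -0.34 (adjusted p = 0.00518), with 10 lower and none higher at least 2-fold and 16 lower and 1 higher at any fold, the latter 16 and 2 when adjusted over the list alone; xdh (-1.69), slc24a5 (-1.39) and pax7a (-1.31) were among them, and the camera call was lost without the targets under the median signal (0.0851). The 43 genes of the epidermis had a median of 0.21 (adjusted p = 0.00567; 0.12 without WT replicate 2), with 1 higher at least 2-fold and 8 higher and 2 lower at any fold, 11 and 2 when adjusted over the list alone. The 34 myeloid genes had a median of 0.22 (adjusted p = 0.0189), with 4 higher and 2 lower at least 2-fold, 6 and 3 at any fold and 8 and 4 when adjusted over the list alone, a call lost with the test of the paper's methods (adjusted p = 0.612, and an unadjusted p of 0.449 from its unadjusted form), without the targets under the median signal (0.0586), without WT replicate 3 (0.0539) and without morphant replicate 2 (0.0552). The 47 genes of oxidative phosphorylation had a median of 0.20, with 5 higher and 3 lower at any fold, and 5 and 3 also when adjusted over the list alone. By Fisher's exact test, 2-fold falls were more frequent than among other genes for red blood cells (adjusted p = 0.00301), pigment cells (0.00683) and the eye (4.51e-06). These p-values take the genes as independent and are too small where genes move together.

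Some genes of neurons fell together with some of the lens, pigment cells and red blood cells, so a developmental delay of the morphants was weighed, which predicts higher values for genes of the tailbud and lower ones for muscle, pigment cells and lens. The lists of muscle, pigment cells and lens had medians of -0.15, -0.34 and -0.39, but the tailbud list had a median of 0.0080 (95% bootstrap interval -0.15 to 0.23; -0.07 to 0.03 with 1 array left out) over members that moved both ways. The delay had been taken to need a tailbud median above 0, which 0.0080 meets by its sign alone, but an interval that spans 0 decides nothing, so a delay and an effect of the knockdown on neurons cannot be told apart. A smaller number of neurons predicts lower values for the genes of neuronal structure, which was met. Their median was -0.26 (interval over genes -0.36 to -0.10, and -0.17 without morphant replicate 2) with 71.2% of members below 0. However, 54 of the 73 genes were not called at any fold. Among these were tubb5, tubb2b and elavl3, the gene of the paper's pan-neuronal marker HuC. The interval leaves out the spread between arrays. The axon guidance genes fell further than those of neuronal structure at mean log2 signals of 8 to 12. Their medians differed by -0.59 (interval -0.93 to -0.30, 37 against 38 genes, drawn as if genes were independent). The 2 lists need not mark the same cells, so this gap cannot tell a smaller number of neurons from an effect of Mecp2 on these genes.

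Some genes activated by p53 rose in Mecp2 morphants, and a p53 response to the morpholino was weighed. Of mdm2, cdkn1a and ccng1, 2 were called higher: cdkn1a, and mdm2 at OTTDART00000027215 (1.15 on the log2 scale, adjusted p = 0.00325), while the brightest mdm2 target rose by less than 2-fold (0.87, adjusted p = 0.00663) and ccng1 was not found by name. tp53 was higher by less than 2-fold (0.95, adjusted p = 0.00758), btg1 (0.08) and pcna (-0.13) did not pass the test, and the response had been taken to need 2 of the 3 genes and a list median above 0, both of which are met, the median (0.16) with an interval of -0.07 to 0.54 that spans 0. The paper describes p53 activation as a possible effect of morpholinos and states that a p53 morpholino was used routinely, but its text does not say whether the embryos of the arrays received it. It reports that the sensory neuron defects were similar with the p53 morpholino added and were reversed by mecp2 mRNA. In mecp2-null embryos the mecp2 morpholino left sema3f, sema5b and robo2 mRNA unaffected. For these controls the paper gives no values of p53 target genes. No array is labelled as a control morpholino and the labels do not say whether the WT embryos were injected, so a response to the injection and one to the loss of Mecp2 cannot be told apart.

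The number of changed targets was weighed against the normalization by the authors and against the choice of groups. With cyclic loess or median centring added, the lower of the 2 counts was 3001 against 3021, with 2965 and 2863 of the same targets called. Both were added to values that RMA had already normalized, moved the median log2 fold change of all targets only from 0.03 to 0.02 and 0.07, and cannot undo the authors' normalization, so its part in the changes stays open. The 6 arrays can be split into groups of 3 in 10 ways, too few for a share under 0.05: 1 split, the real one, reached 3021 changed targets, and the highest of the others was 0. The other splits mix WT and morphant arrays, so a difference between the groups widens their spread and lowers their counts. The comparison therefore decides nothing about the choice of groups. For the 30 gene lists, 1 split, the real one, reached 12 shifted lists, and the others gave from 0 to 11. Camera with the preset correlation can thus call many lists where WT and morphant arrays are mixed and 0 targets are called. Its list calls are to be read with care.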

How the results depend on the processing

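The alternative without reverse-strand targets was chosen only after the data were examined; it gave 2915 changed targets and 2703 changed genes. The number of changed targets, 3021, was 1276 with the targets under the median signal removed, 1574 with the test of the paper's methods, 7975 at any fold and 6726 at 1.5-fold; the changed genes, 2754, were 1188, 1476, 7149 and 6030 under these settings, which change the threshold, the test or the number of targets by construction. Leaving out 1 array gave 2004 to 3357 changed targets and 1851 to 3028 changed genes; the count of targets moved by more than 1.5 times without morphant replicate 2, to 2004. Under each of the other settings the counts stayed within 1.5 times, from 2410 to 3320 changed targets. Of the 3021 targets, 1574 were also called by the test of the paper's methods and 2863 with median centring, which moved the median log2 fold change of all targets to 0.07 and gave 1427 higher and 1574 lower targets.

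The first mecp2 target had a log2 fold change of -1.58 by the test of the paper's methods too, with an adjusted p of 0.0659; with 1 array left out it lay between -1.86 and -1.41, and the adjusted p without morphant replicate 1 was 0.0513. The second went past 0.05 in 4 settings, up to 0.0875 with the test of the paper's methods. Both mecp2 targets lie under the median signal and could not be tested with those targets removed. The number of targets of sema3f, sema5b and robo2 that fell was 5 in every setting on single targets and with each array left out (5 to 5); with the mean of all targets of a gene it was 3, since the targets then make 4 genes. The called targets of other genes the paper names, 6 of 34, were 3 with the mean of all targets of a gene, and 3 to 7 with 1 array left out, 3 of them without morphant replicate 2; the cause was not tested.

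Of the 30 gene lists, 12 shifted; 0 passed by camera with an estimated correlation, where 5 had an unadjusted p under 0.05, and 19 moved by fry, which asks another question; leaving out 1 array gave 9 to 14. The lists with more called members than other genes numbered 6, and 5 to 8 with 1 array left out. Without WT replicate 3 the changed targets were 1488 higher and 1487 lower, and the changed genes 1387 higher and 1353 lower, so that the excess of lower calls depends on this array.

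The numbers of the replicates do not pair the arrays: the deviations of same-numbered WT and morphant arrays from their group means correlated at 0.11, -0.10 and 0.05 across targets, and 1 of the 3 numbers had arrays that deviated most like each other. With a replicate block 2662 targets and 2429 genes changed, and the adjusted p of the 2 mecp2 targets was 0.0465 and 0.0543. The series table holds identical values and so tests nothing. Dim targets are a further limit: 22.8% to 24.9% of targets lay within 2 times the signal of random probes, and a fold change there is compressed by background to an unknown degree.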

Differences from the paper's values

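The paper's number of genes changed at least 2-fold is 1123, and the value here is 2754. Both use a change of at least 2-fold at an adjusted p under 0.05, but the paper's test is a t-test in ArrayStar. The count also depends on what is taken as a gene, and the paper does not say how targets were grouped. Among genes with a plain symbol, 1067 changed in the main setting, 300 higher and 767 lower. Of the alternatives set before the data were examined, 2 come within 1.5 times of the paper's 1123: the test of the paper's methods, with 1476 genes (816 lower and 660 higher), and removal of the targets under the median signal, with 1188. None of the others does: cyclic loess (2742), median centring (2740), the series table (2754), removal of the targets under the 0.25 quantile of signal (2703), the unadjusted p of the methods' test (2784), trend and robust options (3009), array weights (2938), a replicate block (2429), the mean of all targets of a gene (2410), any fold (7149), 1.5-fold (6030), treat (2810) and each array left out (1851 to 3028). The paper's 1005 genes with a mammalian ortholog, 607 lower and 398 higher, stand beside 887 genes with a human match in the annotation of the array, 496 lower and 391 higher, which lie within 1.5 times. The paper's 118 genes without an ortholog, 43 lower and 75 higher, stand beside 1884 changed genes without a human match, 1081 lower and 803 higher, so that the excess of changed genes lies mostly there and its direction is the other way; here a target without a symbol counts as a gene, and a gene with targets of both kinds counts in both groups. For the genes with a human match, without WT replicate 3 the numbers were 411 lower and 461 higher, the other way round. Their total no longer lay within 1.5 times of 1005 without WT replicate 2 (663), morphant replicate 1 (622) or morphant replicate 2 (609). Under the 2 settings that come near 1123 the total was 513 with the test of the paper's methods and 492 with the targets under the median signal removed.

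The legend of Figure 4 calls its values for sema3f, sema5b and robo2 relative fold changes, and they come near the present ones only as sizes on the log10 scale of its axis: the paper's 0.352568, 0.523226 and 0.537693 stand beside 0.342, 0.509 and 0.511. Both come from the same arrays, so the replicate SD (0.0404, 0.127 and 0.134) does not test this match. The paper does not say which copy of sema3f it used. The value here is that of sema3fa, and sema3fb lay below the 2-fold threshold.

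The paper counts proliferation among the roles of many up-regulated genes. Over the list of 82 cell cycle genes, which leaves out the risers cdkn1a and rbl2, 1 was higher and 1 lower at least 2-fold, and 1 was higher and 8 lower at any fold; the list passed as lower with the test of the paper's methods (adjusted p = 0.0479) but not in the main setting (0.0707). The paper's own functional grouping was not repeated. For metabolism, 7 of 83 genes of lipid metabolism were higher and 12 lower at any fold, while the genes of oxidative phosphorylation were higher as a list by camera with the preset correlation but not with an estimated one (adjusted p = 0.294).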

Other observations

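Other tissues and responses changed in parts. Of 29 genes of the interferon response, 3 rose at least 2-fold, isg15, ifit8 and b2m (1.99 on the log2 scale), and none fell. At any fold 4 rose and 1 fell, 4 and 1 also when adjusted over the list alone. The list as a whole was not called (median 0.09, camera adjusted p = 0.130), but it passed without morphant replicate 1 (camera adjusted p = 0.0419) and moved higher by fry (adjusted p = 0.0102). Its median ran from -0.06 without WT replicate 2 to 0.18 without WT replicate 1, and reached 0.67 over all alternative settings. Of 27 genes of glia and myelin, 2 rose and 5 fell at least 2-fold: mbpb, a myelin gene, rose by 1.47, while plp1a, another myelin gene, fell by 2.14; at any fold 3 rose and 9 fell, 4 and 10 when adjusted over the list alone (median -0.10, 0.10 without WT replicate 2, adjusted p = 0.783). Of 46 genes of the tailbud and segmentation clock, 4 rose and 3 fell at least 2-fold, with msgn1 at 1.22 and sp5a at -1.21; at any fold 10 rose and 5 fell, 13 and 6 when adjusted over the list alone (adjusted p = 0.366). Of 44 genes of heart and vessels, 1, tbx5a (1.11; adjusted p = 0.0128, from 0.00445 to 0.145 over the alternative settings), rose and 2, s1pr1 (-1.02) and robo4 (-1.12), fell at least 2-fold; at any fold 5 rose and 7 fell, 5 and 7 also when adjusted over the list alone (median -0.01, adjusted p = 0.664).

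Of 45 genes of endoderm, liver, pancreas and yolk layer, 2 rose and 1 fell at least 2-fold, 4 and 8 at any fold and 6 and 8 when adjusted over the list alone (median -0.04, adjusted p = 0.947). Of 30 genes of notochord and cartilage, lama1 (-1.52) fell at least 2-fold and none rose, with 3 lower at any fold and 3 when adjusted over the list alone (median -0.10, adjusted p = 0.569); the lama1 call was lost under 5 alternative settings (adjusted p from 0.00409 to 0.114). Of 11 genes of the hatching gland, npsn (-1.38), which is also on the myeloid list, fell and none rose (median 0.13, adjusted p = 0.311). None of 51 genes of heat shock and stress and none of 61 ribosomal genes changed at least 2-fold; at any fold 8 heat shock genes rose and 3 fell, 8 and 3 also when adjusted over the list alone, and 2 ribosomal genes rose, 0 when adjusted over the list alone (medians 0.08 and 0.07, adjusted p = 0.0732 and 0.0683). The heat shock list passed as higher with the trend and robust options (0.0332) and without morphant replicate 3 (0.0375), and the ribosomal list with median centring (0.0308), the trend and robust options (0.0219), the mean of all targets of a gene (0.0313) and without WT replicate 1 (0.0485) or WT replicate 3 (0.0305). The 26 genes of histones and chromatin, of which 1 rose and 3 fell at any fold and 3 fell when adjusted over the list alone, had a median of 0.01 (adjusted p = 0.696).

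bdnf, which the paper discusses from studies in mammals, had a log2 fold change of 0.23 (adjusted p = 0.515). elavl3, isl1a, p2rx3a, p2rx3b and trpa1b, used in the paper as markers or named for sensory neurons, were not called; elavl3 had values of -0.28 and 0.04 at its 2 targets of the given strand, isl1a 0.09, p2rx3a -0.17, p2rx3b 0.41 and trpa1b 0.23. actb1 had values of 0.03, -0.10 and -0.10. slit1a (-0.43), slit1b (-0.14) and both slit3 targets (-0.0067 and -0.52) were not called.

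Large changes were also seen in targets for which the files give no symbol, chosen here after their values were seen. ZV700S00004025 and ZV700S00001439 lie on chromosome 15 of the Zv7 assembly, from 40098353 to 40098855 and from 40119572 to 40126843, and rose by 6.62 and 5.25 on the log2 scale, from WT signals of 35.1 and 66.1 that are near those of random probes, which leaves the sizes uncertain. ZV700S00004548 and ZV700S00003139 had log2 fold changes of -4.96 and -3.49, with sizes that are uncertain for the same reason (morphant signals of 50.3 and 37.6).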
